# 12-Lipoxygenase inhibition delays onset of autoimmune diabetes in human gene replacement mice

**DOI:** 10.1172/jci.insight.185299

**Published:** 2024-12-20

**Authors:** Titli Nargis, Charanya Muralidharan, Jacob R. Enriquez, Jiayi E. Wang, Kerim B. Kaylan, Advaita Chakraborty, Sarida Pratuangtham, Kayla Figatner, Jennifer B. Nelson, Sarah C. May, Jerry L. Nadler, Matthew B. Boxer, David J. Maloney, Sarah A. Tersey, Raghavendra G. Mirmira

**Keywords:** Endocrinology, Therapeutics, Diabetes, Eicosanoids, Islet cells

## Abstract

Type 1 diabetes (T1D) is characterized by the autoimmune destruction of insulin-producing β cells and involves an interplay between β cells and cells of the innate and adaptive immune systems. We investigated the therapeutic potential of targeting 12-lipoxygenase (12-LOX), an enzyme implicated in inflammatory pathways in β cells and macrophages, using a mouse model in which the endogenous mouse *Alox15* gene is replaced by the human *ALOX12* gene. Our finding demonstrated that VLX-1005, a potent 12-LOX inhibitor, effectively delayed the onset of autoimmune diabetes in human gene replacement non-obese diabetic mice. By spatial proteomics analysis, VLX-1005 treatment resulted in marked reductions in infiltrating T and B cells and macrophages, with accompanying increases in immune checkpoint molecule PD-L1, suggesting a shift toward an immunosuppressive microenvironment. RNA sequencing analysis of isolated islets and polarized proinflammatory macrophages revealed significant alteration of cytokine-responsive pathways and a reduction in IFN response after VLX-1005 treatment. Our studies demonstrated that the *ALOX12* human replacement gene mouse provides a platform for the preclinical evaluation of LOX inhibitors and supports VLX-1005 as an inhibitor of human 12-LOX that engages the enzymatic target and alters the inflammatory phenotypes of islets and macrophages to promote the delay of autoimmune diabetes.

## Abstract 2

VLX-1005, a 12-lipoxygenase inhibitor, delays type 1 diabetes onset in mice by reducing immune cell infiltration and inflammation, creating a more immune-tolerant environment.

## Introduction

The pathogenesis of type 1 diabetes (T1D) involves a complex interplay between multiple cell types within the pancreatic islet, including innate immune cells (macrophages, dendritic cells), insulin-producing cells (β cells), and adaptive immune cells (T cells, B cells) (1). Although the disease has traditionally been viewed as arising from a primary defect in immune tolerance, an emerging perspective posits that environmental factors (such as viruses or other systemic inflammatory disorders) may aggravate an interaction between macrophages and β cells, facilitating oxidative and endoplasmic reticulum (ER) stress pathways in β cells (2–4). These pathways facilitate the generation of β cell neoepitopes that then trigger adaptive autoimmunity (5, 6). Disease-modifying therapies — those that alter disease pathogenesis rather than correcting the underlying disease phenotypes — have largely focused on the adaptive immune system and seen some successes in clinical trials. For example, an anti-CD3 monoclonal antibody (teplizumab) that targets activated T cells has been shown to delay the onset of T1D by up to 2 years in individuals at high risk for the disease (7). Given the increasing appreciation of innate immune cells and β cells in early T1D pathogenesis, the identification of drugs targeting these cell types raises the possibility that combination therapeutic approaches may provide more durable outcomes.

The lipoxygenases (LOXs) encompass a family of enzymes involved in lipid metabolism that facilitates the oxygenation of polyunsaturated fatty acids to form eicosanoids, some of which are proinflammatory in nature (8). In the mouse, 12/15-LOX is encoded by the *Alox15* gene and is the primary active LOX present in macrophages and β cells and produces the proinflammatory eicosanoid 12-hydroxyeicosatetraenoic acid (12-HETE) as a principal product from the substrate arachidonic acid (9). Whole-body deletion of *Alox15* on the autoimmune non-obese diabetic (NOD) mouse background results in almost complete protection against diabetes (10). Deletion of *Alox15* in either the innate immune myeloid cells (2) or in β cells (11) recapitulates the autoimmune diabetes protection seen in the whole-body deletion, emphasizing both the early role of these cell types in T1D and the importance of the 12/15-LOX pathway in disease pathogenesis. In these cell-specific deletion models, islets exhibit marked reductions in invading pathogenic T cells (insulitis), a finding reflecting the disease-modifying response. The molecular events tied to disease protection ostensibly emanate from reductions in oxidative and ER stress (and the resultant reduction in neoepitope formation and presentation) as well as from enhanced display of PD-L1 (an immunosuppressive checkpoint ligand) on the surface of myeloid cells and β cells (2, 11).

In humans, the relevant LOX enzyme that produces 12-HETE is 12-LOX, encoded by the *ALOX12* gene. Like the mouse 12/15-LOX, human 12-LOX is present in residual insulin-positive cells in donors with T1D or in autoantibody-positive donors at risk for T1D (12) — a finding consistent with a potential role in promoting β cell sensitivity to autoimmunity. A major challenge to using mice as a platform to test inhibitors is that human 12-LOX exhibits structurally distinct characteristics from mouse 12/15-LOX, thereby necessitating the development of different inhibitors that cannot be tested for efficacy in mice (13–15). Previously, VLX-1005 (also known as ML355) was described as a potent and selective inhibitor of human 12-LOX, while also displaying a favorable half-maximal inhibitory concentration (IC_50_) and pharmacokinetic properties (16). VLX-1005 was shown to protect human islets in vitro against dysfunction caused by proinflammatory cytokines (17), but the lack of appropriate in vivo model systems has made it challenging to pharmacologically validate VLX-1005 as a therapeutic target in autoimmune diabetes. To address this challenge, we developed new mouse strains in which the mouse *Alox15* gene is replaced by the human *ALOX12* gene while retaining the mouse gene’s upstream control elements. This human gene replacement platform was leveraged to test whether and how pharmacologic inhibition of human 12-LOX with VLX-1005 modifies disease progression in autoimmune T1D.

## Results

### Generation and validation of the hALOX12 gene replacement mouse model.

To establish a platform to test potential inhibitors of human 12-LOX in vivo, we generated a mouse model in which the endogenous mouse *Alox15* gene is replaced by the human *ALOX12* gene (Figure 1A). This model leaves the mouse upstream regulatory region intact to ensure that the expression of *ALOX12* recapitulates the expression of *Alox15*. These mice (henceforth referred to as *hALOX12* mice) were introgressed onto the C57BL/6J (also known as B6) mouse background using a speed congenics approach and bred to homozygosity. Microsatellite genotyping showed that the mice were 100% congenic on the C57BL/6J background (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.185299DS1). To confirm the successful deletion of mouse *Alox15* and replacement with human *ALOX12*, we performed standard genotyping (Supplemental Figure 1A). Additionally, we isolated tissues (kidney, spleen, lung, fat, liver, islets, peritoneal macrophages, and bone marrow–derived macrophages [BMDMs]) from WT C57BL/6J and *B6.hALOX12* mice and subjected them to gene expression analysis for *Alox15* and *ALOX12*. As anticipated, WT tissues expressed mouse *Alox15* and did not express human *ALOX12*; conversely, *B6.hALOX12* mouse tissues expressed *ALOX12* but not *Alox15* (Table 1).

Because lipoxygenases are known to affect metabolic function, we next performed metabolic characterization to determine whether/how the replacement of *Alox15* with *ALOX12* altered metabolic phenotypes. We found no significant differences in body weight, lean mass, fat mass, random-fed blood glucose levels, or glucose tolerance between WT C57BL/6J and *B6.hALOX12* mice (Supplemental Figure 1, B–F). Moreover, islet ultrastructure (relative immunostaining patterns of α cells and β cells) and composition (α cell mass and β cell mass) were indistinguishable between 10-week-old WT and *B6.hALOX12* mice (Supplemental Figure 1, G–I). Taken together, these data suggest that the successful replacement of *Alox15* with human *ALOX12* did not alter gross metabolic or islet phenotypes.

### Effects of VLX-1005 against STZ-induced diabetes are specific to B6.hALOX12 mice.

Prior studies demonstrated that whole-body deletion of mouse *Alox15* protects against diabetes induced by the chemical streptozotocin (STZ) (18). To test whether the human 12-LOX inhibitor VLX-1005 (14) (Figure 1B) phenocopies deletion of the enzyme in our human gene replacement mice, we employed a similar STZ diabetes induction protocol. STZ is a β cell toxin that induces low-grade inflammation, macrophage influx into islets, and eventual diabetes in mice after 5 daily low-dose i.p. injections (55 mg/kg) (19). Eight-week-old male WT C57BL/6J and *B6.hALOX12* mice were injected i.p. daily with vehicle or 30 mg/kg VLX-1005 in the peri-STZ treatment period (for the 5 days before, during, and after STZ). STZ-injected C57BL/6J and *B6.hALOX12* mice receiving vehicle became overtly hyperglycemic within 10 days of starting STZ treatment and displayed equivalent glucose intolerance by glucose tolerance test (GTT) (Figure 1, C and D). Upon receiving VLX-1005, however, *B6.hALOX12* mice showed complete protection from STZ-induced diabetes, whereas WT C57BL/6J mice became overtly hyperglycemic (Figure 1E); GTTs at the end of the study confirmed improved glucose tolerance in *B6.hALOX12* mice compared with WT C57BL/6J mice (Figure 1, F and G). These data indicate a specific effect of the drug in preventing hyperglycemia in *B6.hALOX12* mice and support the effectiveness of the *hALOX12* platform for interrogating VLX-1005 action.

### Pharmacokinetics of oral VLX-1005 and its effects on STZ-induced diabetes.

Given that the oral route is the preferred route for systemic drug delivery in humans, we next asked whether oral administration (p.o.) of VLX-1005 provides adequate exposure in mice. We performed pharmacokinetic analysis following a single p.o. administration (as a suspension in 0.5% methylcellulose) of VLX-1005 spray-dried dispersion at a dose of 30 mg/kg in C57BL/6J mice, followed by serial analysis of VLX-1005 levels by liquid chromatography–tandem mass spectrometry (LC-MS/MS). The pharmacokinetic profile of p.o. administered VLX-1005 in mice showed a mean half-life (*t*_1/2_) of 3.24 ± 0.07 hours and a consistent *t*_max_ of 0.250 hours across all mice. The *C*_max_ was 13,300 ± 624 ng/mL, with moderate variability in AUC (15,029 ± 3177 h•ng/mL). These parameters, particularly the low variability in *t*_max_ and *C*_max_, support the feasibility of once-daily dosing for maintaining therapeutic levels over a 24-hour period (Table 2). We next tested the effects of p.o. administration of VLX-1005 on the low-dose STZ model, with VLX-1005 (at 30 mg/kg) given 3 days prior to the start of STZ, during STZ, and for 3 days following STZ treatment. Similar to i.p. delivery, p.o. administration of VLX-1005 in *B6.hALOX12* mice resulted in lower random-fed blood glucose levels (Figure 1H) and significantly improved glucose tolerance (Figure 1, I and J) compared with vehicle — although this effect was not as robust as with i.p. delivery of the drug. Consistent with improved glucose homeostasis, p.o. VLX-1005–treated mice exhibited greater β cell mass at the end of the study compared with vehicle-treated mice (Figure 1K). Collectively, these data suggest that a single daily p.o. delivery of VLX-1005 (at 30 mg/kg) achieves plasma levels with therapeutic efficacy.

### VLX-1005 treatment reduces β cell inflammation in NOD.hALOX12 mice.

The NOD mouse model is a model of T1D that recapitulates many of the immune and β cell features of the disease (20). We, therefore, asked whether pharmacologic inhibition of 12-LOX using p.o. administered VLX-1005 protects against spontaneous diabetes development in the NOD mouse model. To address this question, we introgressed humanized *hALOX12* mice onto the NOD background using a speed congenics approach. Genome scanning of microsatellites was performed to confirm that mice were 100% congenic on the NOD mouse background (*NOD.hALOX12* mice) (Supplemental Table 1). We next measured human 12-LOX protein levels in the *NOD.hALOX12* mice. Similar to the gene profile we observed in *B6.hALOX12* mice compared with WT C57BL/6J mice, WT NOD tissues robustly expressed mouse 12/15-LOX (the protein encoded by mouse *Alox15*) and little or no human *ALOX12*; conversely, *NOD.hALOX12* mice tissues robustly expressed human 12-LOX and minimal levels of 12/15-LOX (Supplemental Figure 1, J and K). Consistent with their congenic nature, female *NOD.hALOX12* mice exhibited islet pathology similar to that of NOD mice at the (prediabetic) age of 10 weeks, with evidence of T and B cell infiltration of islets (Supplemental Figure 1L) and indistinguishable insulitis score (Supplemental Figure 1M), suggesting that replacement of *Alox15* with human *ALOX12* did not alter the islet pathology of the disease. Pharmacokinetics of p.o. administered VLX-1005 (30 mg/kg) on the NOD background were similar to those seen in C57BL/6J mice (Table 2), suggesting that the NOD background does not affect drug absorption or clearance.

To assess the effect of VLX-1005 administration on products of 12-LOX activity in *NOD.hALOX12* mice, we administered 30 mg/kg VLX-1005 (or vehicle) p.o. to female *NOD.hALOX12* mice for 1 week during the prediabetic phase (8 weeks of age) and harvested serum. Lipidomics analysis (by LC-MS/MS) was performed for a series of 12-LOX products resulting from different fatty acid substrates (Figure 2A). Notably, levels of 12-HETE (from arachidonic acid), 13-HODE (from linoleic acid), and 14-HDHA and 17-HDHA (from docosahexaenoic acid) were all significantly reduced (Figure 2B). Levels of 12-HEPE (from eicosapentaenoic acid) were not significantly changed (Figure 2B), suggesting minimal involvement of eicosapentaenoic acid metabolism in NOD mice. Lipids within the pathway that are processed by enzymes other than 12-LOX were not statistically significantly altered (Supplemental Table 2). These data are collectively consistent with the expected 12-LOX engagement by VLX-1005.

To assess the effect of VLX-1005 administration on immune cell phenotypes in *NOD.hALOX12* mice, we administered 30 mg/kg VLX-1005 (or vehicle) p.o. to female *NOD.hALOX12* mice for 4 weeks during the prediabetic phase (6–10 weeks of age) and harvested pancreas, pancreatic lymph nodes (pLNs), and spleen (Figure 2C). Pancreas pathology showed reduced T and B cell infiltration and that the extent of insulitis (by insulitis scoring) was significantly reduced in VLX-1005–treated *NOD.hALOX12* mice compared with vehicle-treated mice (Figure 2, D and E). To specifically interrogate the nature of immune cells within the insulitic region, we performed spatial tissue-based proteomics (NanoString). We used insulin immunostaining and nuclei staining to identify β cells and the surrounding insulitic regions. Prevalidated antibodies in the GeoMx mouse immune panel were used to probe for immune cell subtypes in the peri-islet insulitic region and within the islet. *NOD.hALOX12* mice exhibited a notable reduction in myeloid population subtypes in both insulitic and islet areas, including macrophages (F4/80^+^CD11b^+^) and dendritic cells (CD11c^+^) (Figure 2F and Supplemental Figure 2, A and B). This reduction in myeloid cell populations was accompanied by a decrease in T and B cells populations, including CD4^+^, CD3^+^, CD8^+^, and CD19^+^ cells (Figure 2F and Supplemental Figure 2, A and B). Immunohistochemistry of pancreas sections confirmed the reductions in both T cells (CD3^+^), macrophages (F4/80^+^), and activated macrophages (Mac2^+^) following p.o. VLX-1005 treatment (Figure 2G). A notable observation in spatial proteomics was the increased levels of the immune checkpoint ligand PD-L1 (Figure 2F). Enhanced PD-L1/PD-1 interactions shift T cells to less aggressive, more regulatory phenotypes (21). To interrogate this possibility, we performed immune profiling by flow cytometry of pLNs from mice treated with p.o. VLX-1005 or vehicle. pLNs are key sites in the initial priming of autoreactive T cells in NOD mice (22). Treatment with p.o. VLX-1005 led to an increase in CD4^+^Foxp3^+^ regulatory T cells (Tregs) in the pLNs (Supplemental Figure 2C). This effect on Tregs was specific for the pLNs since no changes in Tregs were observed in the spleen after VLX-1005 treatment (Supplemental Figure 2D).

### Orally administered VLX-1005 reduces autoimmune diabetes incidence in female and male NOD.hALOX12 mice.

Because 4 weeks of p.o. VLX-1005 dosing led to improvements in insulitis and reductions in infiltrating T and B cells, we next asked whether these changes lead to prevention or delay of subsequent diabetes development in *NOD.hALOX12* mice. Both female and male mice were administered VLX-1005 via daily oral gavage (30 mg/kg) or vehicle for 4 weeks during the prediabetic phase (6–10 weeks of age). Mice were followed for diabetes development (blood glucose ≥250 mg/dL on 2 consecutive days) until 25 weeks of age (Figure 3A). At 25 weeks of age, 60% of female mice and 75% of male mice receiving VLX-1005 were protected from diabetes development compared with 25% of female and 50% of male mice receiving vehicle (Figure 3, B and C). Whereas the preceding studies demonstrate that 12-LOX inhibition with p.o. VLX-1005 delays the development of diabetes, they do not address whether administration of the drug might reverse established diabetes or mitigate hyperglycemia. We allowed female *NOD.hALOX12* mice to develop diabetes (defined as 2 consecutive random-fed blood glucose measurements ≥250 mg/dL), and then administered VLX-1005 or vehicle for up to 6 weeks via daily oral gavage or until the mice exhibited signs of physical deterioration from hyperglycemia (loss in body weight, dishevelment) (Figure 3D). Notably, we did not observe a reversal in diabetes, but did see relative reductions in blood glucose levels in mice treated with VLX-1005 compared with vehicle (Figure 3, E and F).

### Orally administered VLX-1005 reduces islet death and oxidative stress in NOD.hALOX12 mice.

12-LOX is primarily present in islets and macrophages, and deletion of the mouse gene (*Alox15*) in either tissue separately was previously shown to reduce diabetes incidence. We, therefore, first asked how treatment with VLX-1005 affects islet cell phenotypes. We first analyzed isolated islets from female *NOD.hALOX12* mice treated with vehicle or VLX-1005 by RNA sequencing to identify how islet gene expression might be altered. Principal component analysis of transcriptomics revealed that islets from vehicle- and VLX-1005–treated *NOD.hALOX12* mice clustered separately, suggesting an effect of VLX-1005 treatment on gene expression (Figure 4A). Pairwise comparison of gene expression using a false discovery rate (FDR) of less than 0.05 and fold-change (FC) of greater than 2 yielded only 189 differentially expressed genes. Instead, a *P*-value cutoff of 0.05 and FC greater than 2 revealed changes in 709 genes between vehicle- and VLX-1005–treated *NOD.hALOX12* mice (Figure 4B, volcano plot, and Supplemental Table 3 for full sequencing results). Gene Ontology (GO) pathway analysis showed significantly altered pathways related to DNA replication (e.g., *Anp32b*, *Skp1a*, *Itfg2*, *Dmrt1i*), inflammation (NF-κB activity; e.g., *Elf1*, *Trim75*, *Rnase1*, *Lmo1*, *Bcl3*, *Ptgis*, *Commd1*, *Lrrc14*, *Foxp3*), and G protein–coupled receptor signaling (e.g., *Gpr89*, *Glp2r*), among others (Figure 4C). These pathways suggest responses that may be related to changes in cellular survival in response to VLX-1005. We, therefore, immunostained pancreatic sections for markers of cell death and proliferation in the islet. VLX-1005–treated *NOD.hALOX12* mice exhibited decreased islet cell death, as measured by reduced terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) and H2A histone family member X (H2A.X) staining compared with vehicle-treated mice (Figure 4D). Additionally, VLX-1005–treated mice demonstrated decreased β cell proliferation, as measured by proliferating cell nuclear antigen (PCNA) immunostaining (Figure 4D); reduced PCNA immunostaining was also consistent with the reduction in Ki-67 observed in spatial proteomics of the insulin^+^ area (Figure 2F and Supplemental Figure 2B). We interpret the reduction in β cell proliferation as a consequence of reduced β cell apoptosis. The change in NF-κB signaling led us to investigate whether markers of oxidative stress were affected since inflammation, oxidative stress, and β cell survival are closely linked (23, 24). We performed immunostaining for the oxidative stress marker, 4-hydroxynonenal (4-HNE), and observed reduced immunostaining in mice treated with VLX-1005 compared with placebo (Figure 4E). Consistent with this observation, β cells from VLX-1005–treated animals also displayed an increase in levels of the antioxidant enzyme GPx1 (Figure 4E). Collectively, these data are consistent with prior observed effects of reduced inflammation, oxidative stress, and β cell death in β cell–specific deletion of mouse *Alox15* in NOD mice (11).

### VLX-1005 alters the proinflammatory macrophage phenotype.

Whereas the preceding findings are consistent with improved β cell survival following p.o. VLX-1005 administration, these studies do not rule out the possibility that the drug directly modifies the phenotype of infiltrating macrophages, which could secondarily affect β cells. 

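Bone marrow–derived macrophages (BMDMs) are macrophages grown from marrow cells in M-CSF. They came from 8-week-old NOD.hALOX12 mice, in which human ALOX12 replaces mouse Alox15, and were cultured for 7 days with 10 ng/mL M-CSF. After 1 hour with vehicle (0.1% DMSO) or 10 µM VLX-1005, a 12-LOX inhibitor, M1-like cells received 10 ng/mL LPS and 25 ng/mL IFN-γ for 18 hours according to the methods, or 24 hours according to Fig. 5A. Mouse Alox15 (ENSMUSG00000018924.6, chromosome 11, 70344152 to 70352031, minus strand, mm10) had 0 counts in all 16 libraries, and mouse Alox12 (ENSMUSG00000000320.10) had 15 counts and was not tested. Because the strand setting of the counting is not given, these counts set no limit on the expression of either gene. Each of the 4 groups (M0 vehicle, M0 VLX-1005, M1 vehicle and M1 VLX-1005) had 4 libraries. No source used here says that the 4 came from separate mice, so p-values measure the spread between these libraries, which may be technical.
The authors made strand-specific libraries from polyA RNA and sequenced them on a NovaSeq. They aligned the reads to mm10 with HISAT2 and counted them per gene with HTSeq-count. The deposited values were raw counts for 48440 rows. Total counts per library ranged from 1060684 to 1128575 (median 1078303.5) for M0 vehicle and from 996126 to 1158095 (median 1132413.5) for M0 VLX-1005. They ranged from 968819 to 1088112 (median 1029240) for M1 vehicle and from 939584 to 1122838 (median 1019034) for M1 VLX-1005. Of these counts, 96.32% to 97.2% per library fell in the 8460 rows (17.46% of all rows) whose exons overlap exons of a gene on the opposite strand. The row with the most counts was Gm10252, opposite to the ferritin light chain gene Ftl1, with 11.034% of all counts. The strand setting of HTSeq-count is not given in the sources used here. The rows of 32 abundant macrophage and housekeeping transcripts together held 0.095% of all counts. Values given for a gene are those of its row. Mitochondrial counts lay 89.16% to 95.76% on the light strand, although most mitochondrial genes are on the heavy strand. The counts of a row with a gene on the opposite strand may therefore be mostly those of that other gene. Such rows held 96.95% to 97.63% of a library's counts. Rows with no gene on the opposite strand hold few counts, and a call among them does not show that the counts are on the right strand. From the counts, 3453 rows passed a low-count filter and were tested with edgeR's quasi-likelihood test after TMM normalization, all 16 libraries in a single model. CPM values used the library sizes after TMM normalization.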

Because bulk islet transcriptomics analysis does not resolve gene expression events associated with specific cell types, we isolated BMDMs from female *NOD.hALOX12* mice and then performed RNA sequencing in the presence or absence of VLX-1005. BMDMs were unpolarized (M0) or polarized to an M1-like state (with lipopolysaccharide and IFN-γ) to mimic the inflammatory state that might be observed during T1D pathogenesis. During polarization, BMDMs were treated with vehicle or VLX-1005 (Figure 5A). Principal component analysis of transcriptomics revealed that M0 macrophages treated with VLX-1005 co-clustered with vehicle-treated M0 macrophages, suggesting a minimal transcriptional effect of the drug on unpolarized cells (Figure 5B). 

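The macrophage genes Cd163 and Csf1r did not pass the test for a difference between VLX-1005 and vehicle in M0 BMDMs. Cd163, a scavenger receptor of resting macrophages, was at 517 ± 38.7 CPM (SD, n = 4) with VLX-1005 and 587 ± 76.2 CPM (SD, n = 4) with vehicle. Csf1r, the M-CSF receptor, whose row lies opposite to Hmgxb3, was at 210 ± 8.76 CPM with VLX-1005 and 202 ± 7.15 CPM with vehicle (adjusted p = 1 for both genes, edgeR).
In a principal component analysis of the 500 most variable genes, the first component held 94.8% of the variance. M0 libraries averaged -40.23 on it with VLX-1005 and -39.99 with vehicle, a difference of -0.24 (exact two-sided permutation test over 70 labellings, p = 0.7143). On the second component, with 0.93% of the variance, they averaged 0.72 with VLX-1005 and -0.62 with vehicle (difference 1.34, exact p = 0.8571). Euclidean distances between M0 libraries, per gene, averaged 0.507 across treatments and 0.527 within a treatment (exact permutation test over 35 splits, p = 0.9143). M0 vehicle 2, M0 vehicle 3 and M0 VLX-1005 3 lay apart from the other M0 libraries on the second component, at -4.07, -8.29 and -7.63. The difference on it became -1.21 without M0 vehicle 3 and -0.40 without M0 VLX-1005 4.

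**Figure D1:**
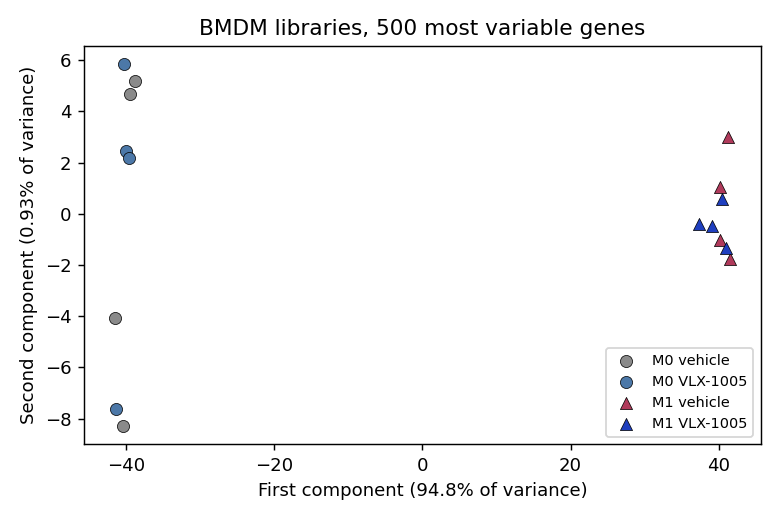
First and second principal components of log2 CPM of the 500 most variable genes, 1 point per library (4 per group). M0 libraries lie near -40 on the first component whatever the treatment, and 3 of them lie below -4 on the second component.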

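None of the 3453 genes tested in M0 BMDMs passed the test for a difference between VLX-1005 and vehicle. Cx3cr1, the fractalkine receptor, with a row opposite to Gm33858, had a log2 fold change of -0.71 (SE 0.30). Tap1, a peptide transporter of antigen presentation, with a row opposite to Psmb9, had a log2 fold change of 1.48 (SE 0.58), and Dtx3l, a ubiquitin ligase, with a row opposite to Parp9, had -0.33 (SE 0.12), each with an adjusted p of 1 from edgeR. Of the 26 gene lists fixed before the data were examined, 21 had a tested member and none had a member that passed. Adjusted over the list alone, no list with more than 1 tested gene had a member that passed. Xcr1, the 1 tested dendritic cell marker, had 15 counts with vehicle and 5 with VLX-1005 (unadjusted p = 0.0194, adjusted p = 1, edgeR). Among the 15 lists tested with camera, the immune checkpoint list came closest (5 genes, adjusted p = 0.217, and adjusted p = 0.49 with an estimated correlation).
In all, 0 genes had an adjusted p under 0.05 with edgeR (smallest adjusted p = 1, and 1 gene passed with no low-count filter) and 103 had an unadjusted p under 0.05. DESeq2 and limma-voom also called 0, with 142 and 115 genes at an unadjusted p under 0.05. At the paper's thresholds, a fold change over 2 and an unadjusted p under 0.05, edgeR called 27 genes (14 higher and 13 lower with VLX-1005), which is 0.78% of the genes tested. This number was 90 with DESeq2, 14 with limma-voom, 481 with no low-count filter, 2 with a mean of at least 50 counts per library, 12 among genes with no gene on the opposite strand, 3 with edgeR on the M0 libraries alone and 68 without M0 VLX-1005 3. Counts were simulated for this comparison with 200 of 3453 genes changed at once. In them, edgeR recovered 67.2% of genes changed 2-fold and 89.4% of genes changed 4-fold. With fewer genes changed the adjustment is stricter and recovery would be lower. The simulated libraries were drawn independently, so the M0 libraries that lay apart together were not modelled.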

Consistent with this interpretation, only 1% of genes (159 out of 15,888) were significantly altered with VLX-1005 treatment (when using criteria FC > 2 and *P* < 0.05) (Supplemental Table 4 for full sequencing results). Upon polarization to the M1-like state, a clear rightward shift in the principal component analysis plot was observed with both vehicle- and VLX-1005–treated BMDMs and a notable separation was seen between vehicle and VLX-1005 treatment (Figure 5B); this finding suggests that the impact of 12-LOX inhibition is more prominent upon a shift to a proinflammatory state of macrophages.

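Polarization moved BMDMs far along the first component with either treatment. M1 libraries averaged 40.75 on it with vehicle and 39.47 with VLX-1005. Cd163 was at 3.73 ± 1.67 CPM (SD, n = 4) in M1 vehicle and 5.61 ± 2.17 CPM (SD, n = 4) in M1 VLX-1005 BMDMs. Ifit2, an interferon-stimulated gene, was at 552 ± 88.1 CPM in M1 vehicle and 551 ± 119 CPM in M1 VLX-1005. Card14, a scaffold protein of NF-κB signaling, with a row opposite to Sgsh, had a log2 fold change of 0.29 (SE 0.11) between M1 VLX-1005 and M1 vehicle, which did not pass the test (adjusted p = 0.998, edgeR).
On the second component, M1 VLX-1005 libraries averaged -0.41 and M1 vehicle libraries 0.32, a difference of -0.72 (exact two-sided permutation test, p = 0.6, adjusted p = 0.9524 over 8 such tests). On the third component, with 0.54% of the variance, the difference was -4.66 (exact p = 0.1143, adjusted p = 0.6096). M1 VLX-1005 2 lay at -9.87 on it, and the other M1 VLX-1005 libraries from -1.4 to 2.16, so much of this difference rests on 1 library. M1 libraries lay on average 0.564 apart across treatments and 0.566 within a treatment (exact permutation test, p = 0.6571), against 1.708 from M1 vehicle to M0 vehicle. Between M1 VLX-1005 and M1 vehicle, 0 of 3453 genes had an adjusted p under 0.05 with edgeR and 128 had an unadjusted p under 0.05. DESeq2 and limma-voom also called 0, with 170 and 107 genes at an unadjusted p under 0.05. At a fold change over 2 and an unadjusted p under 0.05, edgeR called 43 genes, 26 higher and 17 lower with VLX-1005. That number was 116 with DESeq2, 503 with no low-count filter, 3 with a mean of at least 50 counts per library, 15 among genes with no gene on the opposite strand, 6 with edgeR on the M1 libraries alone and 66 without M1 VLX-1005 1. The second-component difference became 0.58 without M1 vehicle 3. Counts were also simulated for this comparison with 200 of 3453 genes changed at once. In them, edgeR recovered 49.3% of genes changed 2-fold and 83.3% of genes changed 4-fold.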

We next interrogated the gene expression events associated with the M0 to M1 transition in both vehicle- and VLX-1005–treated BMDMs. 

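With vehicle, polarization raised 1093 and lowered 1202 of the 3453 genes tested, and with VLX-1005 it raised 1088 and lowered 1166 (adjusted p under 0.05, edgeR). Genes with a mean of at least 50 counts per library accounted for 1277 and 1262 calls when tested alone, and genes with no gene on the opposite strand for 365 and 353. Rows outside that last set held at least 96.95% of each library's counts, so it checks little of the data. Rsad2, which encodes the antiviral protein viperin, had 0 counts in M0 vehicle and 277 ± 50.6 CPM (SD, n = 4) in M1 vehicle BMDMs, at least 468-fold higher against a floor of 3 counts over the group. The Art3 row, opposite to the chemokine gene Cxcl10, went from 4.55 to 15680 CPM with vehicle (log2 fold change 11.71, SE 0.18) and from 5.21 to 15498 CPM with VLX-1005 (11.50, SE 0.17). Cxcl10's own row had 0 counts in M0 vehicle and 23.2 CPM in M1 vehicle. Gm15635, a row opposite to the transporter gene Slco2b1, went from 1013 ± 73.4 CPM to 0 counts with vehicle, at least 1160-fold lower. Cd163 fell with a log2 fold change of -7.24 (SE 0.19) with vehicle and -6.51 (SE 0.18) with VLX-1005.
Of the genes labelled in Fig. 5, C and D, 11 were tested. With either treatment 9 rose and 2 fell (9 and 2 also when adjusted over the list alone). The study chose this list on these samples, so it is not independent evidence. Card14, opposite to Sgsh, fell with a log2 fold change of -4.13 (SE 0.09) with vehicle and -3.77 (SE 0.09) with VLX-1005. The row of Rac1, a small GTPase, opposite to Daglb, fell by 3.92 and 3.74 on the log2 scale. The Daglb row, opposite to Rac1, had -0.44 with vehicle and -0.34 with VLX-1005, so the size of the fall depends on the row read. Rows opposite to Parp9 (Dtx3l, 2.58) and Ikbkg (G6pdx, 2.63) rose with vehicle. Parp9, opposite to Dtx3l, rose by 2.93 (SE 0.11) and 2.83 (SE 0.10). Ikbkg, a subunit of the IκB kinase, opposite to G6pdx, rose by 1.43 (SE 0.07) with vehicle. Card14, Rac1, Parp9 and Ikbkg had adjusted p from 1.11e-20 to 8.28e-15 with vehicle (edgeR).
At a fold change over 2 and an unadjusted p under 0.05, 671 genes were higher and 800 lower in M1 vehicle, and 665 were higher and 764 lower in M1 VLX-1005. The transitions shared 1282 of these genes, all in the same direction. With no low-count filter they had 3145 and 3087 genes and shared 2067, with DESeq2 2300 and 2268 (1726 shared), with a mean of at least 50 counts per library 578 and 562 (534 shared), and among genes with no gene on the opposite strand 321 and 317 (279 shared). The 615 shared increases and 667 shared decreases compare with 129.2 and 177 expected of independent lists. Log2 fold changes with and without VLX-1005 had r = 0.965 across genes, which are not independent replicates. The test of the difference between the transitions called 0 genes at an adjusted p under 0.05 with edgeR and 148 at an unadjusted p under 0.05. DESeq2 and limma-voom called 0, with 193 and 133.

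**Figure D2:**
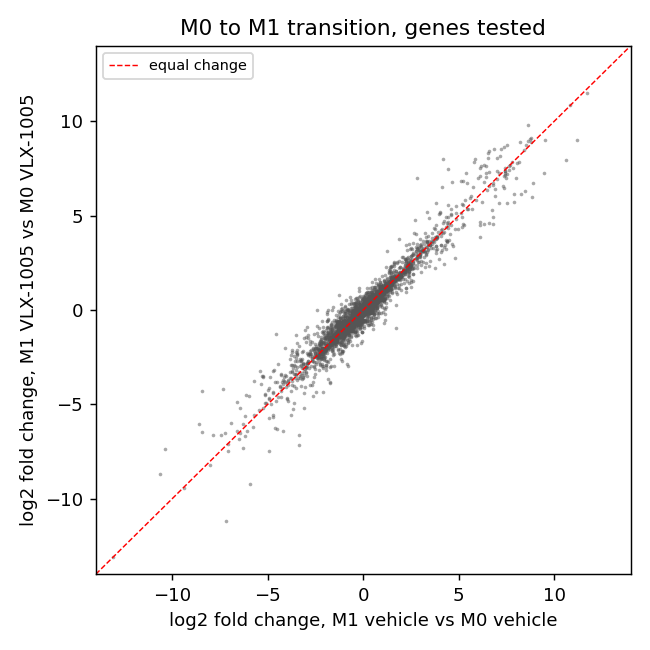
Log2 fold changes of the 3453 genes tested, M1 vehicle against M0 vehicle (horizontal) and M1 VLX-1005 against M0 VLX-1005 (vertical), 1 point per gene. Points lie along the dashed line of equal change (r = 0.965 across genes).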

Most genes altered (FC > 2 and *P* < 0.05) in this transition (2467 genes) were common between vehicle and VLX-1005 treatment (Figure 5, C and D, Supplemental Figure 3A, and Supplemental Table 4). These common genes mapped to pathways related to cytokine-mediated signaling, T cell activation, and antigen processing and presentation (Supplemental Figure 3B). 

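Interferon, inflammatory and antigen presentation genes rose together in M1 BMDMs. All 17 tested type I interferon-stimulated genes were higher in M1 vehicle than in M0 vehicle. Ifit2 had a log2 fold change of 7.01 (SE 0.29), and Oasl1, with a row opposite to Gm13822, was at least 71.1-fold higher. All 14 tested IFN-γ-induced GTPases and chemokines rose. Cxcl9, a T cell attractant, was at least 79.7-fold higher, Gbp5 at least 94.5-fold higher, and Cd274, which encodes PD-L1 and lies opposite to AC119228.1, rose by 6.54 (SE 0.33). Of 10 tested inflammatory M1 genes, 9 rose, among them the chemokine gene Ccl5 (at least 68.6-fold) and Ptgs2, which encodes cyclooxygenase-2 (at least 72.6-fold). Il27, with a row opposite to Apobr, fell (-0.34, SE 0.12), a call lost without M0 vehicle 1 or M1 vehicle 4 (adjusted p = 0.0814 and 0.0523, edgeR) and with DESeq2 (adjusted p = 0.0592 in all 16 libraries and 0.0861 in the groups compared). Of 11 tested genes of antigen processing and presentation, 8 rose, with H2-M3 at 5.21 (SE 0.47), H2-Q4, opposite to Gm11131, at 3.19 (SE 0.22) and Psmb9, opposite to Tap1, at 3.10 (SE 0.10). None fell.
With VLX-1005 the numbers that rose were 17 of 17, 14 of 14, 9 of 10 and 9 of 11. Adjusted over the list alone, every one of these counts was the same. With camera, the 4 lists stood above other genes in the vehicle transition, with adjusted p of 1.47e-06 (type I), 2.79e-06 (IFN-γ), 0.000223 (inflammatory) and 0.00265 (antigen presentation), and adjusted p = 0.0206, 0.00235, 0.00835 and 0.0256 with an estimated correlation. Among genes with no gene on the opposite strand, the antigen presentation list had an adjusted p of 0.217. Both tested genes of the NF-κB list, Nfkb2, with a row opposite to AC114539.1 and Psd, and Ikbkg, rose. No list of T cell activation had been fixed. Of the T cell markers, Foxp3, with a row opposite to Ccdc22, Gm36995 and Ppp1r3f, and Cd247, opposite to Pou2f1, were tested. Foxp3 fell with vehicle (-1.11, SE 0.09) and Cd247 had -0.19 (SE 0.10, adjusted p = 0.104, edgeR). Cd247 passed with a mean of at least 50 counts per library (-0.272, adjusted p = 0.0175, edgeR) and with upper quartile normalization (-0.25, adjusted p = 0.0359). It also passed without M0 vehicle 2, M0 vehicle 3 and M0 VLX-1005 3, chosen after the values were seen (-0.298, adjusted p = 0.0212, edgeR).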

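Some of the genes past the thresholds passed in 1 transition alone. Laptm5, a lysosomal membrane protein gene, had a log2 fold change of -1.59 (SE 0.43) in the vehicle transition and 0.17 (SE 0.40) in the VLX-1005 transition. Ctsb, a lysosomal protease gene opposite to Fdft1, had -1.45 (SE 0.22) and -0.64 (SE 0.21). Cd68, another lysosomal gene of macrophages, had -0.79 (SE 0.43) and -2.98 (SE 0.63). The Fdft1 row, opposite to Ctsb, had -2.90 (SE 0.07) and -2.70, past the thresholds in both transitions, so the call of Ctsb depends on the row read. Laptm5, Ctsb and Cd68 were chosen after their values were seen. None passed the test of the difference between the transitions (adjusted p = 1 for each, edgeR), with unadjusted p of 0.00727, 0.0154 and 0.0124.
In all, 189 genes were past a fold change of 2 and an unadjusted p of 0.05 in the vehicle transition alone (11.7% of the genes called in either) and 147 in the VLX-1005 transition alone (9.1%). Of the 189, 179 changed in the same direction in the other transition and 92 had an unadjusted p under 0.05 there. Of the 147, these numbers were 145 and 78. Median counts per library were 16.8 and 17 for these genes, against 32.1 for the genes called in both. The test of the difference called none of them, with 27 and 17 at an unadjusted p under 0.05. Adjusted over each set alone, the smallest adjusted p were 0.0953 and 0.373 (edgeR). The numbers were 574 and 542 with DESeq2 in all 16 libraries, 1078 and 1020 with no low-count filter, 44 and 28 with a mean of at least 50 counts per library, and 42 and 38 among genes with no gene on the opposite strand. Mean counts in the paper's VLX-1005 sheet lay closer to a baseline of M0 vehicle (0.61% apart) than of M0 VLX-1005 (3.49%). The paper's numbers of shared and additional genes may therefore rest on another baseline than those here.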

An additional 507 genes were significantly altered in vehicle-treated cells, and 459 additional genes were significantly altered with VLX-1005 treatment (Supplemental Figure 3A). 

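Genes of redox homeostasis changed with polarization in vehicle-treated BMDMs. Of 12 tested, 9 rose and 2 fell (9 and 2 also when adjusted over the list alone). Sod2, the mitochondrial superoxide dismutase, had a log2 fold change of 4.61 (SE 0.51), and Keap1, a repressor of the antioxidant factor Nrf2, with a row opposite to Gm16754, had 3.60 (SE 0.36). Prdx1, a peroxiredoxin, rose by 2.51 (SE 0.37) and Hmox1, heme oxygenase 1, by 1.86 (SE 0.45). The list did not stand apart from other genes with camera (adjusted p = 0.132, and adjusted p = 0.159 with an estimated correlation).
Of the 12, 8 were past a fold change of 2 and an unadjusted p of 0.05 in both transitions. Gpx3 (1.08, SE 0.29) and Prdx2 (-1.66, SE 0.65), with a row opposite to Rnaseh2a, were past them with vehicle alone and were chosen after their values were seen. The Rnaseh2a row, opposite to Prdx2, rose by 0.41 (SE 0.10) with vehicle and 0.56 with VLX-1005, short of a fold change of 2. The direction given for Prdx2 thus depends on the row read. Of 7 tested genes of resting macrophages, 4 fell: Cd163, Apoe (-4.19, SE 0.65), Cx3cr1 (-3.83, SE 0.46) and Gpnmb (-1.50, SE 0.49) (camera adjusted p = 0.132, and adjusted p = 0.159 with an estimated correlation). Without M0 vehicle 3, Gpnmb had an adjusted p of 0.0532 (edgeR), and among genes with no gene on the opposite strand the list had a camera adjusted p of 0.0442, and adjusted p = 0.0846 with an estimated correlation. All 4 were past the thresholds in both transitions, as were 9 of the 10 inflammatory M1 genes.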

The 507 genes altered with vehicle treatment mapped to GO pathways related to the M1 polarization phenotype (myeloid cell differentiation, immune response, response to cytokines) and pathways related to oxidative stress (cell redox homeostasis, response to hydrogen peroxides) (Figure 5E). These pathways were not identified in the genes that were differentially expressed during VLX-1005 treatment. 

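In VLX-1005–treated BMDMs, 8 of the 12 redox genes rose and 1 fell with polarization. Sod2 had a log2 fold change of 4.50 (SE 0.52), Keap1 4.10 (SE 0.37), Prdx1 2.32 (SE 0.37) and Hmox1 2.62 (SE 0.49). Gpx3 had 0.60 (SE 0.30, adjusted p = 0.0795, edgeR) and Prdx2 had -0.81 (SE 0.53, adjusted p = 0.188, edgeR), and neither passed. The same 4 genes of resting macrophages fell (3 when adjusted over the list alone), among them Apoe (-3.70, SE 0.57) and Cx3cr1 (-3.30, SE 0.50). Gpnmb no longer passed when M0 VLX-1005 1, 3 or 4 or M1 VLX-1005 2, 3 or 4 was left out (adjusted p from 0.0553 to 0.141, edgeR) or with DESeq2 (adjusted p = 0.0999). The redox list gave an adjusted p of 0.122 with camera in this transition.
The difference between the transitions was also tested. No redox gene passed it (smallest adjusted p = 1, edgeR, and 0 of the 12 at an unadjusted p under 0.05), with -0.48 for Gpx3 (unadjusted p = 0.264) and 0.85 for Prdx2 (0.329). With camera the difference gave adjusted p of 0.86 for the redox list, 0.587 for the resting list and 0.511 for the inflammatory list.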

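Genes of the interferon response rose with polarization in VLX-1005–treated BMDMs as in vehicle-treated BMDMs. All 17 tested type I interferon-stimulated genes and all 14 IFN-γ-induced genes were past a fold change of 2 and an unadjusted p of 0.05 in both transitions, and none in the VLX-1005 transition alone. With VLX-1005, Cxcl9 was at least 101-fold higher in M1 than in M0 BMDMs, Cmpk2, a nucleotide kinase of the type I list, at least 81.2-fold and Ptgs2 at least 88.6-fold. Of the negative regulators of interferon signaling, Samhd1, a nucleotide hydrolase, was tested, and rose by 2.93 (SE 0.28) with VLX-1005 and 3.30 (SE 0.30) with vehicle.
Nono, an RNA-binding protein of Fig. 5G, was past the thresholds with VLX-1005 alone. It was at 10.7 ± 2.14 CPM (SD, n = 4) in M0 and 24.1 ± 3.32 CPM in M1 BMDMs with VLX-1005, and at 14.2 ± 3.80 and 18.8 ± 4.77 CPM with vehicle. With M0 vehicle as the baseline and DESeq2, chosen after the values were seen, Nono had a log2 fold change of 0.76 with VLX-1005 (adjusted p = 0.106) and was not past them. The list of Fig. 5G was chosen by the study on these samples and is not independent evidence. For Nono, the difference between the transitions had an unadjusted p of 0.0583 and an adjusted p of 1 (edgeR). Fixed lists other than those of abundant and mitochondrial transcripts held 4 more genes past the thresholds with VLX-1005 alone. They were the chaperone genes Calr (1.10, SE 0.21) and Pdia3 (1.06, SE 0.24), with a row opposite to Catsper2, and the glycolysis genes Hk1 (1.10, SE 0.43), opposite to Hk1os, and Pkm (1.49, SE 0.28), all chosen after their values were seen. With vehicle these genes had log2 fold changes of 0.87, 0.47, 0.62 and 0.89, and Calr (adjusted p = 0.000871, edgeR) and Pkm (adjusted p = 0.00729) rose there too. None of the 4 passed the test of the difference between the transitions (adjusted p = 1, edgeR, and unadjusted p = 0.449, 0.107, 0.41 and 0.137). Tested for a difference between the transitions with camera, the type I list had an adjusted p of 0.511 and the IFN-γ list 0.685.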

GO pathway analysis of the 459 genes altered with VLX-1005 showed particularly significant changes in pathways related to modification of the IFN response (Figure 5F). Next, we looked specifically at the genes that mapped to IFN pathways (Figure 5G), which revealed that VLX-1005 augmented significantly (*P* < 0.05 by *t* test) the magnitude of the gene changes compared with vehicle treatment. 

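The 22 interferon genes of Fig. 5G lay further from M0 in M1 VLX-1005 than in M1 vehicle BMDMs, at low counts. Averaged over the genes, the absolute log2 change from the M0 group of the same treatment was 1.062 ± 0.107 (SD, n = 4 libraries) in M1 VLX-1005 and 0.746 ± 0.145 (SD, n = 4) in M1 vehicle BMDMs. Each M1 VLX-1005 library lay above each M1 vehicle library, a difference of 0.316. With treatment permuted in M0 and in M1, a test chosen after the values were seen, its exact two-sided permutation p was 0.0473 over 4900 labellings. Measured from the mean of all 8 M0 libraries, the difference was 0.372 (exact permutation p = 0.0286 over the M1 libraries, the smallest that 4 against 4 allow). Riok3, a kinase, had a log2 change of 1.58 with VLX-1005 and 0.73 with vehicle, where the M1 groups themselves differed by 0.20 (exact permutation p = 0.5714). Tomm70a, a mitochondrial import receptor opposite to Nit2, had 1.31 and 0.18, with a difference of 0.85 between the M1 groups (exact permutation p = 0.2286). These log2 changes depend on the prior count of 2, since M0 libraries had 1 to 7 counts of Riok3 and 0 to 3 of Tomm70a. The study chose these genes on these samples, so the list is not independent evidence of its direction.
The 22 genes had 12 to 400 counts each over all 16 libraries (median 36.5). Of them, 2 passed the low-count filter, Nono and Ddx3x. Between M1 VLX-1005 and M1 vehicle 0 of these had an adjusted p under 0.05 with edgeR, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05 (DESeq2 called 0 of the 22, with Ttll12 at an unadjusted p of 0.0347). With the M1 labels permuted and the M0 means of each treatment held fixed, which leaves their spread out of the test, the difference was 0.246 without M1 vehicle 2 (exact permutation p = 0.0571), 0.426 with a prior count of 0.5 in place of 2 (exact permutation p = 0.0571), and 0.605 on the linear fold scale (17 genes, exact permutation p = 0.1).

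**Figure D3:**
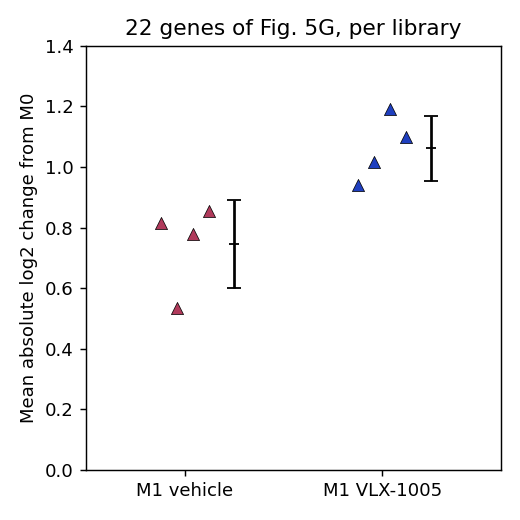
Mean absolute log2 change from M0 of the 22 genes of Fig. 5G, 1 triangle per M1 library, with the mean and SD (n = 4) beside them. M1 VLX-1005 libraries lie from 0.941 to 1.191 and M1 vehicle libraries from 0.534 to 0.856.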

Notable genes whose directional changes are known to counter the IFN response included *Oas1e* (25), *Ttll12* (26), and *Adar* (27) (all upregulated compared with control-treated M1 macrophages), and *Gigyf2* (28) and *Mmp12* (29) (correspondingly downregulated) (Figure 5G). These data suggest effects of VLX-1005 that may lead to reduced macrophage IFN signaling.

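Of these 5 genes, chosen by the study on these samples, Ttll12 had every M1 VLX-1005 library above every M1 vehicle library, at low counts. Ttll12 (ENSMUSG00000016757.10, chromosome 15) had 36 counts over the 4 M1 VLX-1005 libraries (10.6 ± 5.74 CPM, SD) and 13 over the 4 M1 vehicle libraries (3.71 ± 1.82 CPM). Its mean log2 level was higher by 1.13 (exact permutation test, p = 0.0286). Oas1e, a member of the oligoadenylate synthetase family, had 8 and 6 counts in these groups and 0 in all M0 libraries (difference 0.35, exact p = 0.6286). Adar, an RNA-editing enzyme, with a row opposite to Chrnb2, had 14 and 7 counts (0.76, exact p = 0.2571). The Chrnb2 row, opposite to Adar, had 34423 counts over all libraries. Its edgeR log2 fold change between M1 VLX-1005 and M1 vehicle was -0.02 (SE 0.05). Gigyf2, a translation repressor opposite to Kcnj13, had 5 and 9 counts (-0.44, exact p = 0.4857). Mmp12, a macrophage metalloelastase opposite to Mmp1b, had 1 and 3 counts (exact permutation p = 1). Oas1e is uncertain because related Oas1 genes can share its reads. All 5 were below the low-count filter. With no filter in edgeR, Ttll12 had a log2 fold change of 1.46 (unadjusted p = 0.0167) between M1 VLX-1005 and M1 vehicle. The exact p of 0.0286 for Ttll12 is the smallest that 4 against 4 allow. Neither p was adjusted over the genes tried, and DESeq2 did not call Ttll12 after adjustment over all genes.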

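Interferon-stimulated genes showed no difference that passed the test between M1 VLX-1005 and M1 vehicle BMDMs. Log2 fold changes between them were -0.09 (SE 0.17) for Rsad2, -0.05 (SE 0.22) for Gbp5, 0.31 (SE 0.26) for Cxcl9 and 0.15 (SE 0.18) for Cd274, whose row lies opposite to AC119228.1. None of the 17 type I interferon-stimulated genes or of the 14 IFN-γ-induced genes passed the test with edgeR, over all genes or adjusted over the list alone, and 0 of each list had an unadjusted p under 0.05. With camera, the type I list gave an adjusted p of 0.878 and the IFN-γ list 0.302. Median log2 fold changes were 0.01 and 0.13. No test of equal levels was made, so a difference too small to detect at this depth remains possible.
The paper draws on its GO analysis of the genes altered with VLX-1005 and on the changes of the genes in Fig. 5G. It also draws on the known roles of some of them in countering the IFN response. From these it proposes that VLX-1005 may lower IFN signaling in macrophages.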

## Discussion

To date, the adaptive immune system has remained the primary focus for the development of therapeutics aimed at preventing or reversing T1D. Notwithstanding the utility of agents such as anti-CD3 monoclonal antibodies in preserving β cell function (30) or delaying T1D development (7), there has been impetus in the research community to develop therapeutics that target other cell types that contribute to T1D development (31), including innate immune cells and β cells. A multi-targeted approach is expected to aid in better disease modification and result in more durable and broadly applicable therapy (32). In this respect, 12/15-LOX (in mice) is a particularly appealing target since it is active in both macrophages and β cells and contributes to the development of inflammatory disorders, including insulin resistance, atherosclerosis, and T1D (for review, see ref. 9). The deletion of *Alox15*, specifically in either myeloid cells or islet β cells, proved sufficient to delay/prevent T1D in NOD mice (2, 11). Evidence for 12-LOX contributions to T1D pathogenesis identifies this enzyme as an attractive target in human disease. 12-LOX is elevated in β cells of autoantibody-positive, pre-T1D individuals and in residual β cells of individuals with established T1D (12). A proinflammatory product derived from the 12-LOX–mediated (and mouse 12/15-LOX–mediated) metabolism of arachidonic acid is 12-HETE, an eicosanoid that either directly or indirectly (through G protein–coupled receptors; refs. 33–36) augments reactive oxygen species generation and ER stress in macrophages and islets (37, 38). Notably, levels of 12-HETE were shown to be elevated in the circulation of youths and adults with new-onset T1D (compared with healthy controls and those with established T1D) (39).

Considering the biological contributions of the 12-LOX enzymes (mouse 12/15-LOX and human 12-LOX) to T1D and other inflammatory disorders, the development of enzyme inhibitors offers an attractive approach to disease modification. Inhibition of 12/15-LOX using ML351 demonstrated promising outcomes in NOD mice, with reductions in insulitis and improvements in glucose homeostasis (13). An inhibitor that showed mouse and human cross-species reactivity, ML127, unfortunately also displayed evidence of off-target cytotoxicity (13). By contrast, VLX-1005 (also known as ML355) is a potent inhibitor (IC_50_ ~300 nM) of human 12-LOX (14) that has shown efficacy in reversing the insulin secretory defects of cytokine-treated human islets in vitro without evidence of cytotoxicity (17); however, the benefit of this inhibitor in disease states in vivo has remained speculative. To address the translational challenge of testing 12-LOX inhibitors in preclinical disease models in vivo, we developed a human gene replacement mouse model on both the C57BL/6J and NOD autoimmune diabetes backgrounds. The utility of this model as a platform for 12-LOX inhibitor testing was confirmed in our multiple low-dose STZ studies, which showed that VLX-1005 administration to *B6.hALOX12* mice precluded hyperglycemia, whereas WT controls developed hyperglycemia over time. STZ is a toxin whose full effects involve communication between β cells and macrophages (19), and our findings with systemic administration of VLX-1005 are consistent with similar STZ studies in mice harboring the global deletion of *Alox15* (18) — collectively suggesting that human *ALOX12* gene replacement mice respond appropriately to a 12-LOX inhibitor and that the human *ALOX12* gene can sufficiently replace the functionality of the mouse *Alox15* gene.

In recent studies, our group showed that loss of the mouse *Alox15* gene in either myeloid cells or islet β cells could protect animals from the development of autoimmune diabetes on the NOD background (2, 11). The pathological phenotypes of these animals were similar, with reductions in islet invasion by T cells, B cells, and myeloid cells and a characteristic increase in PD-L1 in either macrophages or β cells. PD-L1 is an immune checkpoint protein whose interaction with its receptor PD-1 on adaptive immune cells leads to a more immunosuppressive response (21). In our studies using *NOD.ALOX12* mice, we found similar responses to VLX-1005 treatment, with striking reductions in both innate and adaptive immune cell infiltration into the islets and a notable increase in PD-L1 in the insulitic (immune cell) component. We interpret these latter findings to suggest that the effect of systemically administered VLX-1005 may be greater in macrophages than in β cells. The reductions in markers of β cell proliferation, death, and oxidative stress that we observed with VLX-1005 treatment may also be reflective of this preferential effect on macrophages since these responses are otherwise characteristic of the effects of cytokines on β cells (40). Our RNA sequencing studies of isolated NOD mouse BMDMs polarized to the proinflammatory M1 state support this contention, as VLX-1005 treatment resulted in reductions in the IFN response. Our studies open the possibility that VLX-1005 may be useful in autoimmune diabetes resulting from PD-L1 or PD-1 blockade (checkpoint inhibitor therapy) often used to treat cancers (41).

Some limitations to our study should be acknowledged. First, because our mouse model replaces the mouse *Alox15* with the human *ALOX12* globally, we cannot be certain that the effects we observed are exclusively related to the inhibition of the human enzyme in only macrophages and β cells; a recent study suggested that mouse *Alox15* may contribute to pro-resolving functions of Tregs (42). It remains unclear, therefore, whether the loss of *Alox15* globally in our mouse model might have affected Treg function or the function of other cell types that have low levels of *Alox15* expression. In this respect, our mouse model may have limited utility in other disease states where *ALOX12* might not fully replace the function of *Alox15*. Moreover, we cannot rule out the possibility that *Alox15* and *ALOX12* mediate distinct pathways that nevertheless still allow for shared phenotypes. For example, our RNA sequencing studies of macrophages treated with VLX-1005 reveal distinct reductions in IFN-mediated responses, but such effects have not been directly explored as a consequence of *Alox15* in mice. Second, our studies do not fully address the timing and duration of VLX-1005 treatment. We only treated mice for a 4-week period (6–10 weeks of age); it is possible that a longer duration of treatment might have yielded even more robust T1D prevention outcomes. Therefore, the timing and duration of human treatment may require further investigation in our preclinical model. Limitations regarding timing and duration may also apply to diabetes reversal studies, in which we observed a reduction in glycemia but no reversal in disease. We cannot rule out the possibility that the effect of VLX-1005 to suppress β cell proliferation may have prevented a more robust outcome in this case. Finally, our study does not assess the potential for 12-LOX inhibition in combination with other immunomodulatory agents. Whereas the relatively modest impact of VLX-1005 treatment in the diabetes reversal studies in *NOD.ALOX12* mice might suggest diminishing returns on the treatment of humans at the time of disease diagnosis, this effect may be amplified in the presence of T or B cell blockade.

Despite these limitations, our studies identify a platform on which to study a class of LOX inhibitors for their utility in ameliorating human autoimmune diabetes. Our human gene replacement mouse model demonstrates a functional equivalence between mouse *Alox15* and human *ALOX12* in the context of T1D since the whole-body replacement of the mouse gene with the human (under the mouse upstream control elements) preserves islet pathology and the frequency of diabetes incidence in NOD mice. Therefore, beyond its utility to test inhibitors of human 12-LOX, our mouse model also provides a platform to interrogate the cause-and-effect relationship of human 12-LOX in T1D and possibly other inflammatory diseases in vivo.

## Methods

### Sex as a biological variable.

For C57BL/6J mice, our study examined only male mice, because comparative data for these mice in the literature are primarily from males. For NOD mice, our study mostly examined females, because T1D in the NOD strain is more frequently observed in females. However, some data from NOD male mice are included that parallel those seen in females, suggesting that the effects observed in females may be relevant to males.

### Animals.

Male and female C57BL/6J mice and *NOD/ShiLTJ* mice were procured from The Jackson Laboratory. All mice were kept under pathogen-free housing conditions with standard 12-hour light/dark cycles and fed ad lib normal chow. To generate a humanized *ALOX12* mouse model, the coding region of the mouse *Alox15* gene was replaced with the coding region of the human *ALOX12* gene while retaining all the mouse regulatory elements (Figure 1A) (mice were generated by a contract to Ingenious Targeting Laboratory). Targeted iTL BF1 (C57BL/6 FLP) embryonic stem cells were microinjected into BALB/c blastocysts. Chimeras with high percentage of black coat color resulting from this procedure were then mated to WT C57BL/6J mice to generate germline neo-deleted mice. The following primers were used to genotype the mice: 5′-TCTGATCTGTGTATGCCTGTGTGTGG-3′ (forward) and 5′-TTCCAAGGAAAAAGGCATGGTTTCTGAGG-3′ (reverse). These primers generate a 478 bp band for WT and 581 bp band for knockin mice (Supplemental Figure 1A).

Human *ALOX12* alleles were introgressed onto both the C57BL/6J and *NOD.ShiLT/J* mouse backgrounds using a speed congenics approach based on microsatellite genotyping at The Jackson Laboratory. Genome scanning was also performed at The Jackson Laboratory to confirm successful backcrossing onto the C57BL/6J and *NOD.ShiLT/J* mouse background (*B6*.*hALOX12* and *NOD*.*hALOX12*; Supplemental Table 1). Body mass was measured by EchoMRI.

Intraperitoneal GTTs (IPGTTs) were performed in mice after overnight fasting (16 hours). Mice were i.p. injected with glucose at a dose of 1 or 2 g/kg body weight and blood glucose levels were measured at specific time points: 0, 10, 20, 30, 60, 90, and 120 minutes after glucose injection using an AlphaTrak glucometer.

### Formulation of VLX-1005.

VLX-1005 was obtained from Veralox Therapeutics Inc. A VLX-1005 spray-dried dispersion (for p.o. administration) was prepared by dissolving VLX-1005 and HPMC-E3 in a 90:10 w/w mixture of tetrahydrofuran and water to attain a total solids concentration of 5% w/w; 1575 g of solution was then spray dried using a Buchi B-290 laboratory spray dryer. The yield after spray drying was 67.8 g. The collected material was further dried in an oven at 40°C under vacuum to remove residual tetrahydrofuran.

### Pharmacokinetic analysis and lipidomics.

Following i.p. injection or oral gavage (p.o.), VLX-1005 was quantified in plasma using high-performance LC-MS/MS (Triple Quad 6500+; Sciex) after separation by HPLC (column: Agilent Poroshell 120 EC-C18; HPLC: Shimadzu DGU-405). Pharmacokinetic parameters for VLX-1005 were estimated by noncompartmental model using WinNonlin 8.3 (https://www.certara.com/software/phoenix-winnonlin/). The bioavailability (*F*%) was calculated as the following: AUC_last_-p.o./AUC_inf_-p.o. > 80%: *F* = (AUC_inf_-p.o. × Dose-i.v.)/(mean AUC_inf_-i.v. × Dose-p.o.), where AUC_last_ is the AUC from the time of dosing to the last measurable concentration and AUC_inf_ is the AUC from the time of dosing extrapolated to infinity. Lipidomics on serum samples was performed by the New York Medical College Lipidomics Core using a Shimadzu LC-MS/MS 8050 system equipped with a UHPLC and autosampler.

### STZ induction.

Male C57BL/6J and *B6*.*hALOX12* mice (8–10 weeks of age) were injected with either vehicle (0.5% methylcellulose) or 30 mg/kg/day VLX-1005 by i.p. injection for 15 days: 5 days prior to the start of multiple low-dose STZ (55 mg/kg/day; 5 consecutive days), 5 days during STZ treatment, and 5 days after STZ injections. Male *B6.hALOX12* mice (8–10 weeks of age) were injected with either vehicle (0.5% methylcellulose) or 30 mg/kg/day VLX-1005 p.o. for 11 days: 3 days prior to the start of multiple low dose STZ (55 mg/kg/day; 5 consecutive days), 5 days during STZ treatment, and 3 days after STZ injections. Random-fed glucose levels were measured by tail snip using a glucometer (AlphaTrak), and mice were followed for 20 days after STZ injections. IPGTT was performed on day 4 after STZ treatments after overnight fasting. At the end of each study, mice were euthanized, and pancreas and blood samples were collected.

### Diabetes incidence and treatment.

Both male and female *NOD*.*hALOX12* mice were given either vehicle or 30 mg/kg/day VLX-1005 (p.o.) for 4 weeks in the prediabetic stage (6–10 weeks of age) and then followed for diabetes incidence until 25 weeks of age or until diabetes diagnosis. Diabetes incidence was determined by observing 2 consecutive blood glucose values greater than 250 mg/dL. At the end of each study, mice were euthanized, and pancreas and blood samples were collected.

For diabetes treatment studies, female *NOD*.*hALOX12* mice were followed for random-fed blood glucose from 12 to 20 weeks of age. At diabetes incidence (2 consecutive blood glucose values greater than 250 mg/dL), mice were administered 30 mg/kg/day VLX-1005 SDD or vehicle for up to 6 weeks via daily oral gavage or until the mice exhibited signs of physical deterioration from hyperglycemia (loss in body weight, dishevelment). At the end of each study, mice were euthanized, and pancreas and blood samples were collected.

### Islet and macrophage isolation.

Islets were isolated from *NOD*.*hALOX12* mice with either vehicle or 30 mg/kg/day of VLX-1005 treatment using collagenase digestion. Briefly, collagenase was injected into the pancreatic bile duct to digest the connective tissue and release pancreatic cells (43). A Histopaque-HBSS gradient was applied to the dissociated pancreas and centrifuged at 900*g* for 18 minutes. The isolated islets were cultured in RPMI 1640 medium. The collected islets were handpicked and allowed to recover overnight before processing. RNA was isolated for use in RNA sequencing or quantitative PCR.

BMDMs were isolated from 8-week-old *NOD*.*hALOX12* mice as described previously (2). The isolated BMDMs were cultured for 7 days in complete medium (RPMI 1640 containing 10% FBS, 10 mM HEPES, and 100 U/mL penicillin/streptomycin) supplemented with 10 ng/mL M-CSF. On day 7 of culture, the BMDMs were pretreated with either vehicle (0.1% DMSO) or 10 μM VLX-1005. After 1-hour pretreatment, the BMDMs were further stimulated with 10 ng/mL LPS and 25 ng/mL IFN-γ for 18 hours for M1-like polarization. RNA was isolated and used for sequencing.

### RNA isolation and quantitative PCR.

RNA was isolated from mouse tissues and macrophages using an RNeasy Mini Kit from Qiagen. The isolated RNA was used to synthesize cDNA using a High-Capacity cDNA Reverse Transcription kit (Applied Biosystems) according to manufacturer’s instructions. Quantitative PCR was performed using a Bio-Rad CFX Opus with a predesigned TaqMan assay probe for human and mouse genes: human *ALOX12*: Hs00167524_m1; mouse *Alox15*: Mm00507789_m1; mouse *Actb*: Mm01205647_m1 (Invitrogen). The relative gene expression levels were calculated using the comparative threshold cycle value (Ct) and normalized to *Actb*.

### Immunostaining, β cell mass, and insulitis scoring.

Pancreatic tissues were fixed using 4% paraformaldehyde. After fixation, the tissues were embedded in paraffin and sectioned with a thickness of 5 μm. Three sections per mouse were used for analysis, with each section being spaced 100 μm apart. Tissue sections were immunostained with anti-insulin (ProteinTech, 15848-1-AP; 1:200), anti-glucagon (Abcam, ab92517; 1:200), anti–12-LOX (Thermo Fisher Scientific, PA5-26020; 1:200), anti–12/15-LOX (Abcam, ab80221; 1:200), anti-CD3 (Abcam, ab16669; 1:200), anti-F4/80 (Sigma-Aldrich, D2S9R; 1:150), anti-MAC2 (Thermo Fisher Scientific, EbioM3/38; 1:200), and anti-H2A.X (Cell Signaling Technology, 9718s; 1:200) primary antibodies followed by conjugated anti-rabbit Ig (Vector Laboratories) secondary antibody. A DAB (3,3′-diaminobenzedine) Peroxidase Substrate Kit from Vector Laboratories was used for detection. After immunostaining, the tissue sections were counterstained with hematoxylin (Sigma-Aldrich). Images were acquired using a BZ-X810 fluorescence microscope (Keyence) and β/α cell mass was quantified by insulin^+^ or glucagon^+^ area and whole pancreas area. Insulitis score reflects the degree of immune cell infiltration within pancreatic islets. The score system used as follows: 1 = no insulitis, 2 = infiltrate <50% circumference, 3 = infiltrate >50% circumference, 4 = infiltration within islet. Data are shown as the average insulitis score per mouse.

For immunofluorescent staining, pancreatic sections were stained with the following antibodies: anti-insulin (Dako, IR002; 1:4), anti-glucagon (Santa Cruz Biotechnology, sc514592; 1:50), anti-B220 (BioLegend, 03201; 1:100), anti-CD3 (Abcam, ab16669; 1:200), anti-PCNA (Santa Cruz Biotechnology, sc-7907; 1:100), anti–4-HNE (Abcam, ab46545; 1:200), and anti-GPx1 (Santa Cruz Biotechnology, sc-22145; 1:100). Highly cross-adsorbed Alexa Fluor secondary antibodies (Thermo Fisher Scientific) were used at a dilution of 1:500. Tissue sections were stained with DAPI (Thermo Fisher Scientific) to label cell nuclei. The Nikon A1 confocal microscopy was used to capture images. CellProfiler v4.1 software (https://cellprofiler.org/) was used for image analysis.

### TUNEL staining.

A TUNEL assay was used to determine β cell death in pancreatic islets. The assay was performed according to the protocol provided by the manufacturer (Abcam) and HRP-DAB chemistry was used for detection. Two sections, spaced 100 μm apart, were used for each mouse. Images were captured using a BZ-X810 fluorescence microscope system (Keyence). The number of TUNEL^+^ cells was assessed manually per islet.

### NanoString spatial proteomics.

Paraffin embedded pancreata were used for NanoString spatial proteomics analysis. Tissues were stained with morphology markers: AF-647–conjugated insulin (Cell Signaling Technology, 9008s; 1:400) and nuclei marker (SYTO13). Tissues were hybridized using a pre-validated mouse GeoMx Immune cell panel (NanoString, GMX-PROCONCT-MICP) comprising the following markers: PD-1, CD11c, CD8a, PanCk, MHC II, CD19, CTLA4, SMA, CD11b, CD3e, fibronectin, Ki-67, CD4, GZMB, F4/80, CD45, PD-L1; housekeeping genes: histone H3, S6, GAPDH; and IgG antibodies: Rb IgG, Rat IgG2a, and Rat IgG2b for background subtraction. All markers were conjugated to unique UV-photocleavable oligos for indexing. At least 5 or 6 islets with insulitis were chosen as regions of interest (ROIs) per mouse based on the morphology markers (insulin and nuclei). The ROIs were segmented into insulitic region and insulin^+^ region for each islet. Oligonucleotides from the segmented ROIs were photocleaved, collected in a 96-well plate, and reads were counted using nCounter (NanoString). Scaling was performed to normalize for any differences in tissue surface area and depth. After scaling, reads were normalized to housekeeping markers and background was subtracted using IgG markers.

### Flow cytometry.

Spleen and pLNs were harvested, homogenized, and passed through a 70 μm strainer to obtain a single-cell suspension. Cell pellets were resuspended in red blood cell (RBC) lysing solution to remove red blood cells. A total of 2.5 × 10^5^ to 1 × 10^6^ cells per condition were incubated with blocking solution (eBioscience, 14-0161-86) containing anti–mouse CD16/CD32 to block the Fc receptors for 20 minutes on ice. The following surface markers were used — CD4-FITC (BioLegend, 100510; 1:100), CD8–PerCP-Cy5.5 (BioLegend, 100734; 1:100), and CD19-AF700 (BioLegend, 152414; 1:100). Following incubation of surface antibodies, cells were washed with stain buffer and then permeabilized using fix/perm buffer (BD Biosciences, 554722) before intracellular staining. The following intracellular antibodies from BD Biosciences were used: FoxP3-AF647 (560401; 1:100), IFN-γ–PE (554412; 1:50), and IL-17a–APCCY7 (560821; 1:50). Cells were analyzed on the Attune NxT Flow Cytometer (Thermo Fisher Scientific). Data were analyzed by FlowJo software (BD Biosciences).

### RNA sequencing.

RNA extraction was performed using RLT Buffer, according to the manufacturer’s instructions (Qiagen). Samples were submitted for library generation and sequencing by the University of Chicago sequencing core using a NovaSeq 6000 (Illumina). Data were analyzed using Galaxy (https://usegalaxy.org/). Reads were aligned to the *Mus* *musculus* genome build mm10 using HISAT2 (https://daehwankimlab.github.io/hisat2/). Individual sample reads were quantified using HTseq-count and normalized using DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). DEseq2 was also used to calculate FCs and *P* values and to perform optional covariate correction. GO was used for pathway analysis.

### Statistics.

All data are represented as mean *±* SEM. When comparing more than 2 conditions, 1-way ANOVA was performed. Tukey’s or Dunnett’s post hoc test was used to determine specific differences between individual group means. When comparing only 2 conditions, 2-tailed Student’s *t* test was performed. Mantel-Cox log-rank test was specifically used for analyzing the NOD diabetes incidence experiments. Data analyses were performed using GraphPad Prism 10 software. The differences were considered statistically significant at a *P* value of less than 0.05.

### Study approval.

All experiments involving mice were performed at the University of Chicago and the procedures were conducted according to protocols approved by the University of Chicago Institutional Animal Care and Use Committee (Chicago, Illinois, USA).

### Data availability.

The islet RNA sequencing data have been uploaded to the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE272668. The BMDM sequencing data have been uploaded to the Gene Expression Omnibus with accession number GSE272687. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

JLN, DJM, MBB, SAT, and RGM conceptualized the research. TN, CM, JRE, JEW, KBK, AC, KF, SP, JBN, and SAT performed the investigation. SAT and RGM provided project supervision. TN, SCM, SAT, and RGM wrote the original draft of the manuscript. All authors contributed to discussion, edited the manuscript, and approved the final version of the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 3

Supplemental table 4

Supporting data values

## Figures and Tables

**Figure 1:**
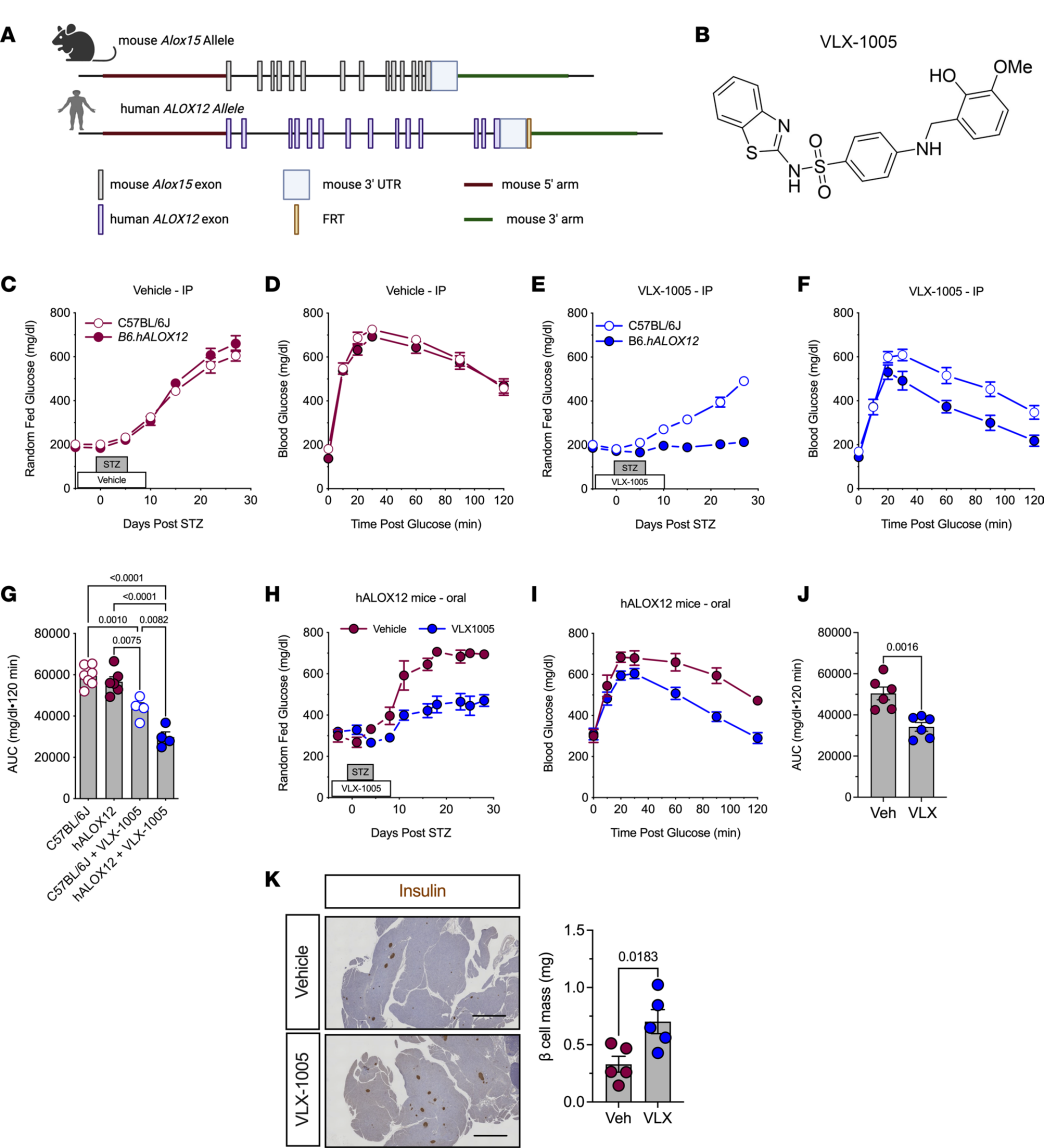
12-LOX inhibition protects against streptozotocin-induced diabetes. C57BL/6J and *B6*.*hALOX12* male mice (*n* = 4–7 per group as indicated) were treated with 30 mg/kg i.p. or p.o. VLX-1005 and multiple low-dose streptozotocin (STZ). (**A**) Schematic of the generation of *hALOX12* mice by replacing mouse *Alox15* with human *ALOX12*. (**B**) Chemical structure of VLX-1005. (**C**) Random-fed blood glucose values in vehicle-treated male C57BL/6J and *B6*.*hALOX12* mice after STZ. (**D**) GTT of vehicle-treated male C57BL/6J and *B6*.*hALOX12* mice on day 4 after STZ treatment. (**E**) Random-fed blood glucose values in VLX-1005–treated male C57BL/6J and *B6*.*hALOX12* mice after STZ. (**F**) GTT of VLX-1005–treated male C57BL/6J and *B6*.*hALOX12* mice on day 4 after STZ treatment. (**G**) AUC of C57BL/6J and *B6*.*hALOX12* on day 4 after STZ-treatment (1-way ANOVA). (**H**) Random-fed blood glucose values in male vehicle- or VLX-1005–treated (p.o.) *B6*.*hALOX12* mice after STZ. (**I**) GTT of male vehicle- or VLX-1005–treated (p.o.) *B6*.*hALOX12* mice on day 4 after STZ treatment. (**J**) AUC of *B6*.*hALOX12* on day 4 after STZ treatment. (**K**) Pancreata stained for insulin (left panel) and β cell mass measurement (right panel) from male *B6*.*hALOX12* mice on day 26 after STZ treatment. Scale bars: 500 μm. Data are presented as mean ± SEM and statistical significance was determined by a 2-tailed Student’s *t* test (all except **G**) or 1-way ANOVA with Tukey’s post hoc test (**G**).

**Figure 2:**
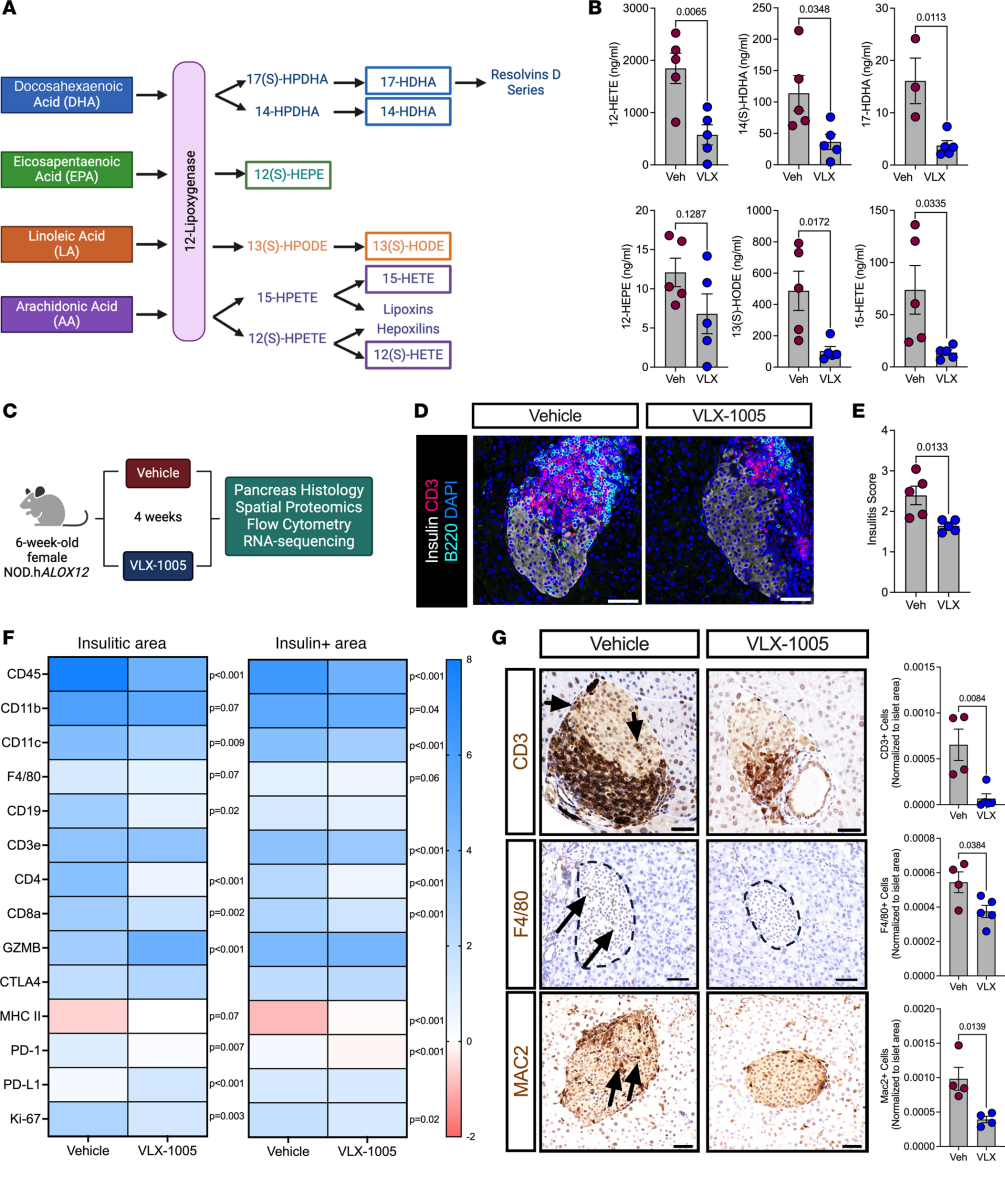
VLX-1005 decreased islet inflammation in *NOD*.*hALOX12* female mice. Six-week-old female prediabetic *NOD*.*hALOX12* mice were treated p.o. with 30 mg/kg VLX-1005 for 4 weeks prior to tissue analysis. (**A**) Schematic representation of 12-lipoxygenase products. (**B**) Serum lipidomics results of 12-lipoxygenase products as indicated (*n* = 4–5). (**C**) Schematic representation of mouse treatment paradigm. (**D**) Pancreata from mice stained for CD3 (magenta), B220 (teal), insulin (white), and nuclei (blue). Scale bars: 50 μm. (**E**) Average insulitis score; each dot represents an individual mouse (*n* = 4–5). (**F**) Heatmap of identified proteins in the insulitic area (left) and insulin-positive area (right). (**G**) Pancreata of mice stained and quantified for CD3 (brown, top panels: arrows indicate positive CD3 staining within the islet), F4/80 (brown, middle panels: arrows indicate positive F4/80 staining within the islet), or MAC2 (brown, bottom panels: arrows indicate positive MAC2 staining within the islet) and nuclei (blue). Each dot represents an individual mouse (*n* = 4–5). Scale bars: 50 μm. Data are presented as mean ± SEM and statistical significance was determined by a 2-tailed Student’s *t* test in all cases.

**Figure 3:**
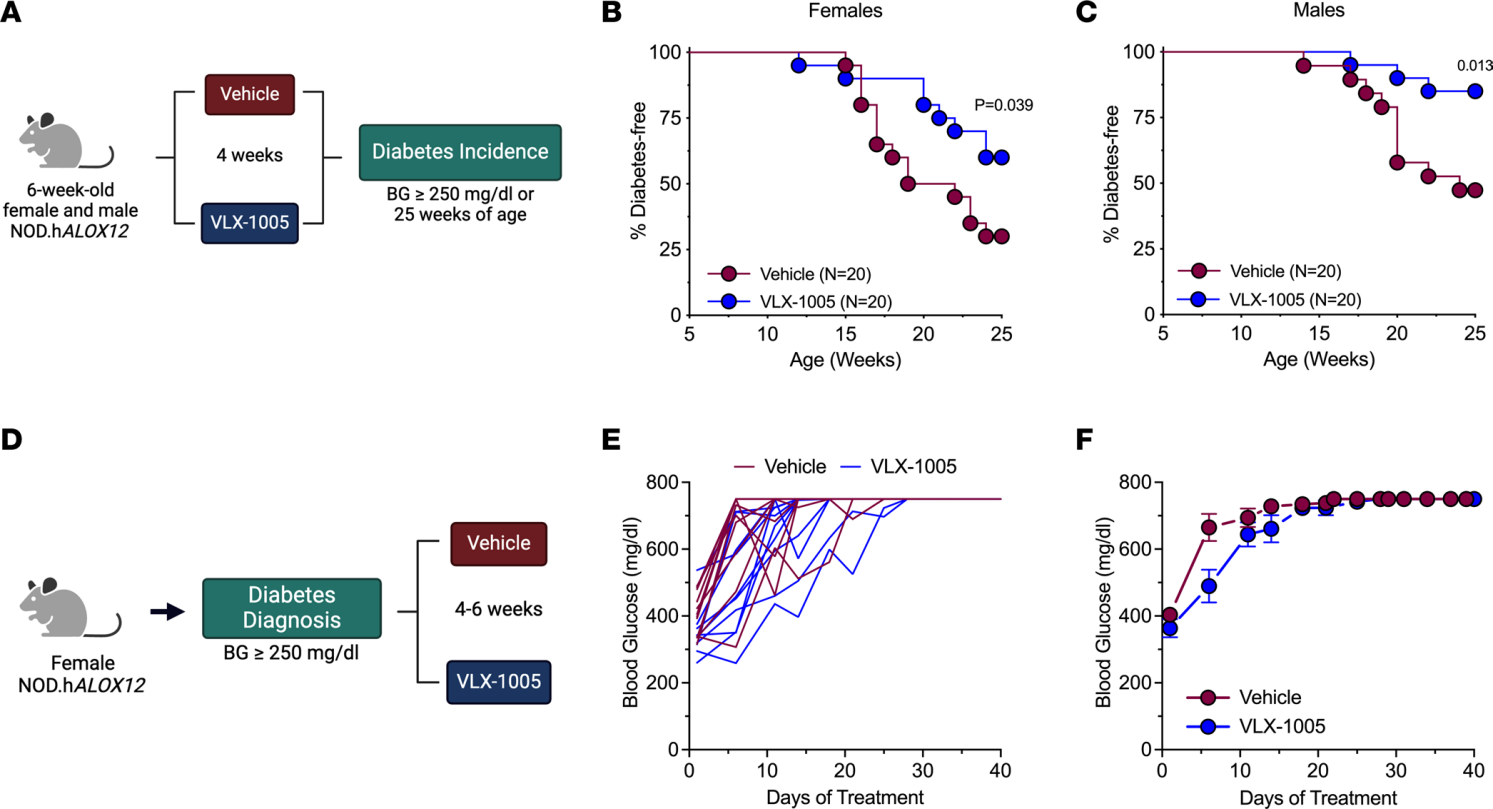
VLX-1005 treatment delays autoimmune diabetes onset in female and male *NOD*.*hALOX12* mice. *NOD.hALOX12* mice (*n* = 20 per group) were treated during the prediabetic stage from 6 to 10 weeks of age or at the time of diabetes development (*n* = 11–12 per group). (**A**) Schematic representation of diabetes prevention experimental design. (**B**) Diabetes incidence in female *NOD*.*hALOX12* mice. (**C**) Diabetes incidence in male *NOD*.*hALOX12* mice. (**D**) Schematic representation of diabetes reversal experimental design. (**E**) Random-fed blood glucose levels in each female mouse. (**F**) Average random-fed blood glucose levels of female mice. Data are presented as mean ± SEM and statistical significance was determined by a Mantel-Cox log-rank test.

**Figure 4:**
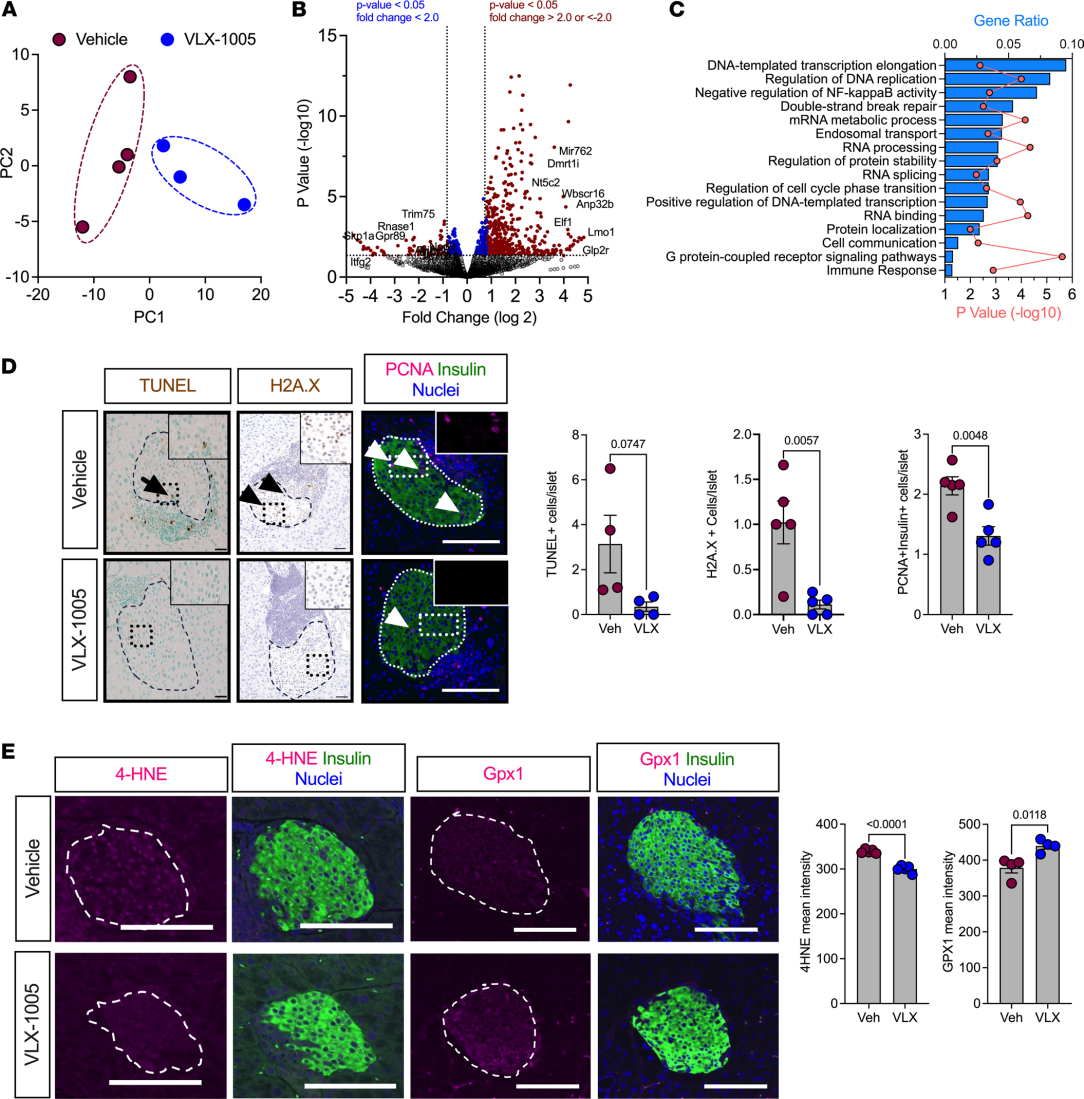
VLX-1005 decreased β cell death, proliferation, and oxidative stress in female *NOD*.*hALOX12* mice. Pancreata or islets were harvested from 10-week-old prediabetic female *NOD*.*hALOX12* mice after 4 weeks of treatment with vehicle or VLX-1005 (*n* = 3–4 per group). (**A**) Principal component analysis plot of RNA sequencing results from isolated islets of vehicle- or VLX-1005–treated mice. (**B**) Volcano plot of differentially expressed genes. (**C**) Gene ontology pathway analysis of differentially expressed genes. (**D**) Pancreata from mice stained and quantified for TUNEL (brown, left panels: black arrow indicates positive TUNEL staining within the islet), H2A.X (brown, middle panels: black arrowheads indicate positive H2A.X staining within the islet), or PCNA (magenta, right panels: white arrowheads indicate positive PCNA staining within the islet), insulin (green) and nuclei (blue). Each dot represents an individual mouse (*n* = 4–5). Scale bars: 50 μm. (**E**) Pancreata from mice stained and quantified for 4-HNE (magenta, left panels), or GPx1 (magenta, right panels), and insulin (green) and nuclei (blue). Each dot represents an individual mouse (*n* = 4). Scale bars: 50 μm. Data are presented as mean ± SEM and statistical significance was determined by a 2-tailed Student’s *t* test.

**Figure 5:**
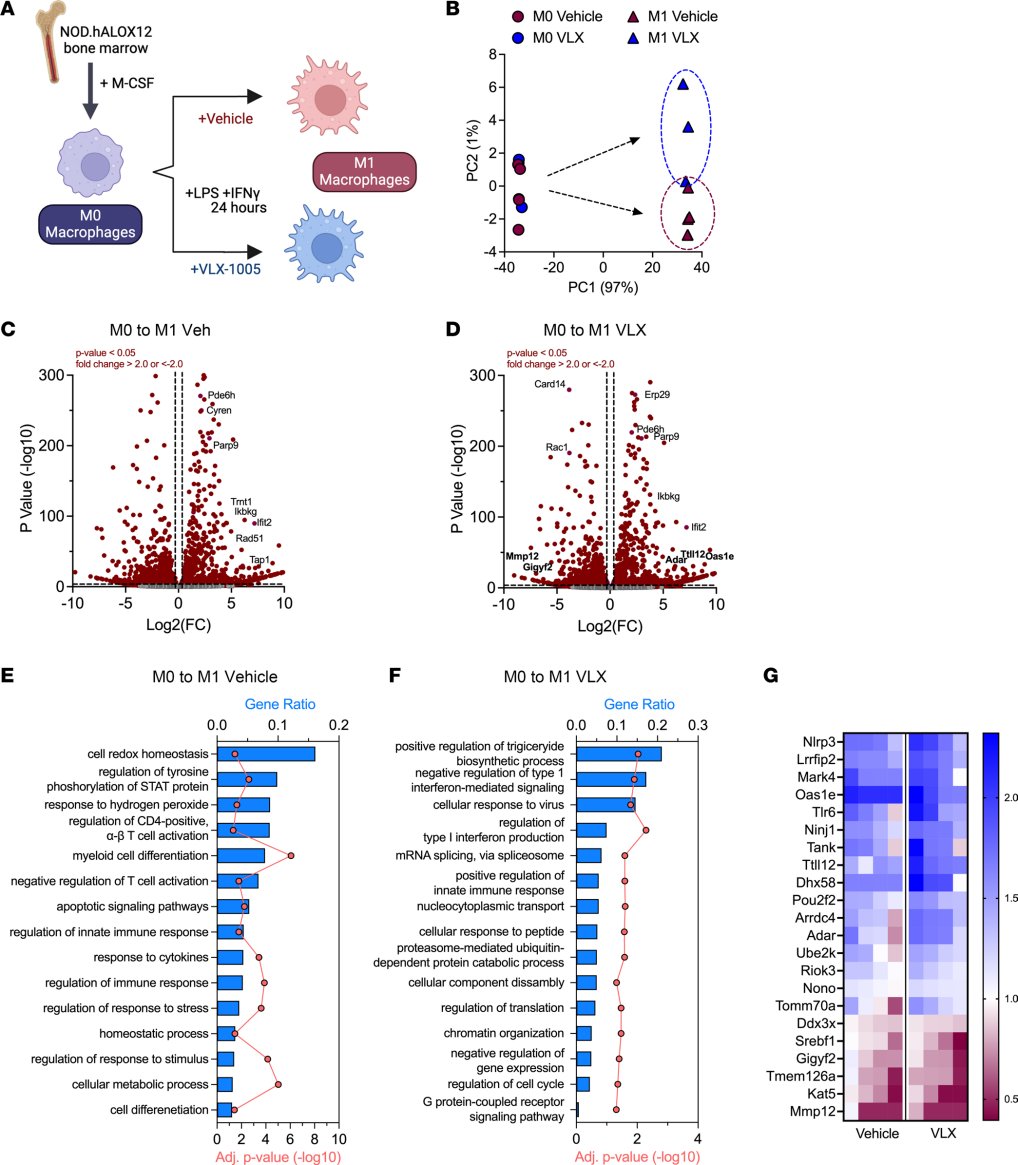
RNA sequencing analysis of M1-like BMDMs reveals a reduction in the inflammatory response upon VLX-1005 treatment. Bone marrow–derived macrophages (BMDMs) were isolated and polarized to the M1-like state and treated with vehicle or VLX-1005 (10 μM) during polarization. RNA was isolated and sequenced (*n* = 4 per group). (**A**) Schematic of experimental design. (**B**) Principal component analysis plot. (**C**) Volcano plot of differentially expressed genes in M0 and M1-like vehicle-treated macrophages. (**D**) Volcano plot of differentially expressed genes in M0 and M1-like VLX-1005–treated macrophages. (**E**) Gene ontology pathway analysis of differentially expressed genes in M0 vs. M1-like vehicle-treated macrophages. (**F**) Gene ontology pathway analysis of differentially expressed genes in M0 vs. M1-like VLX-1005–treated macrophages. (**G**) Heatmap of significantly altered IFN-related genes. Columns represent sequencing results from each sample (*n* = 4 per group). Numbers on the heatmap scale indicate fold change (FC) compared with M0 macrophages.

**Table 1:**
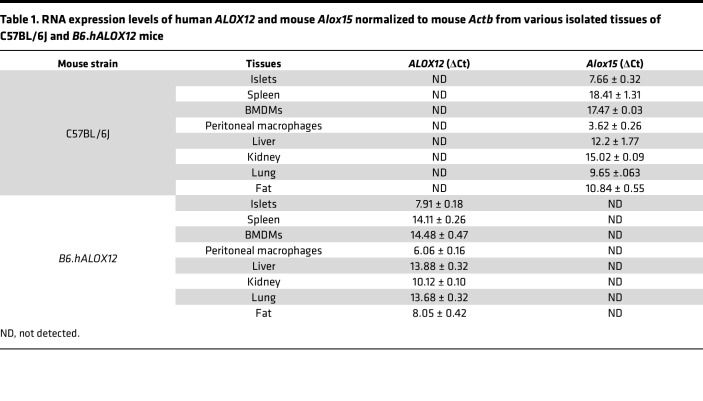
RNA expression levels of human *ALOX12* and mouse *Alox15* normalized to mouse *Actb* from various isolated tissues of C57BL/6J and *B6*.*hALOX12* mice

**Table 2:**
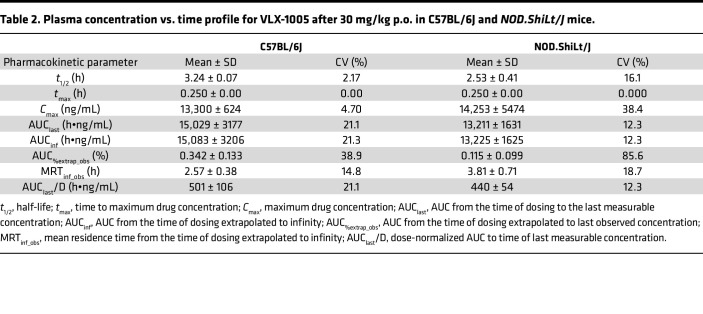
Plasma concentration vs. time profile for VLX-1005 after 30 mg/kg p.o. in C57BL/6J and *NOD.ShiLt/J* mice.

## Version 1 11/12/2024

In-Press Preview

## Version 2 12/20/2024

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

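RNA from BMDMs of NOD.hALOX12 mice was sequenced in 16 libraries, 4 in each of 4 groups: M0 vehicle, M0 VLX-1005, M1 vehicle and M1 VLX-1005. The submitters' labels gave each library its group and replicate number. The authors aligned reads to mm10 with HISAT2 in Galaxy and counted them with HTSeq-count, and their processing notes also name Trimmomatic, FastQC and DESeq2. No versions, annotation release or strand setting are given in the sources used here. The deposited values were raw counts per gene, neither normalized nor filtered by the authors, for 48440 rows. Symbols and coordinates came from GENCODE release 21 for mouse (mm10), which held 48058 of the row identifiers. The other 382 rows held 0.4699% of the counts. No row named no gene, no column lacked a sample, and 30671 rows had no count in any library.

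Library totals were 939584 to 1158095 counts (median 1078303.5). This depth limits precision for genes of low counts. Of the 3453 rows tested, 1678 had a mean of at least 50 counts per library. In counts simulated for the M1 VLX-1005 against M1 vehicle comparison, with 200 of 3453 genes changed, edgeR recovered 35.8% of genes changed 1.5-fold, and 77.4% of those with a mean of at least 50 counts. Replicate libraries of a group differed by more than the sampling noise (chi-square per degree of freedom 2.43 to 6.6), so none was counted as a copy of another.

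Rows were filtered with edgeR's filterByExpr by group, which left 3453, and normalized by TMM. The quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 compared groups in a single model of all 16 libraries, with Benjamini-Hochberg adjustment over the genes tested. Comparisons were M0 VLX-1005 against M0 vehicle, M1 VLX-1005 against M1 vehicle, M1 against M0 with each treatment, and the difference between these transitions (interaction). The paper's thresholds, a fold change over 2 and an unadjusted p under 0.05, were also applied. DESeq2 1.42.0 and limma 3.58.1 (voom) were alternatives. Principal components used log2 CPM with a prior count of 2 of the 500 most variable genes, centred and not scaled. For the Fig. 5G genes, the absolute difference of log2 CPM from the M0 mean of the same treatment was averaged over genes per library. Single values were compared by exact two-sided permutation tests. Camera (preset correlation 0.01) and fry of limma tested the gene lists with at least 3 tested members, adjusted over the 15 such lists. Scripts for these tests were checked on simulated counts. A group at 0 counts was given a floor of 3 counts over the group, which covers counting error only. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

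The alternatives set before the data were examined were no low-count filter, a mean of at least 50 counts per library, DESeq2's size factors (RLE) and upper quartile normalization, DESeq2, limma-voom, fits of only the groups compared, the replicate number as a block, only genes with no gene on the opposite strand, other thresholds, prior counts of 0.5 and 10, and leaving out each library in turn. Alternatives chosen after the data were seen were M0 vehicle as the baseline of both transitions, rows opposite to the genes of a list, leaving out M0 vehicle 2, M0 vehicle 3 and M0 VLX-1005 3, and a permutation of treatment in M0 and in M1 for the Fig. 5G genes.

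Named genes followed a rule set before the data were examined: genes the paper names in its macrophage results or labels in Fig. 5, C, D and G; the 6 largest increases and decreases that passed the test, with at least 5 CPM and no overlap between groups; for each list up to 4 members that passed and the 3 of highest CPM; Alox15, Alox12 and Cd274; and genes opposite to the largest changes. Some values in Table S4 had been seen when the rule and the strand check were set. Genes outside the rule are marked where they are named. The copy of Table S4 used here holds the first 1999 of 15597 rows of its vehicle sheet and the first 1998 of 15514 rows of its VLX-1005 sheet, so no overlap or enrichment was run on it. GO analysis was not repeated, and fixed gene lists were used in its place. Islet RNA-seq was not analysed here, and results of some single genes are not reported here.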

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

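All tests of explanations in this part were chosen after the results were seen.

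The rows that the counts fall in are the first pattern. All 7 tested rows opposite to type I interferon-stimulated genes rose in M1 vehicle against M0 vehicle, among them Gm44148, opposite to Usp18, from 42.1 to 7259 CPM. Of these, Parp9 is labelled in Fig. 5, C and D, and the paper's text names none. Parp9 and Dtx3l lie opposite to each other and are also genes of the list itself. Mitochondrial counts lay mostly on the light strand, at 89.16% in the lowest and 95.76% in the highest library, although most mitochondrial genes are on the heavy strand. The light-strand gene mt-Nd6 had 149622 counts and mt-Co1, on the heavy strand, 1126.

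Of the explanations for most counts lying opposite to abundant transcripts, counting on the strand opposite to the transcripts predicts a light-strand share over 50% in every library, and the lowest share was 89.16%. The labels name a strand-specific kit, so this error is possible, and the values are consistent with it, in which case the counts of a row would be mostly those of transcripts from the gene opposite to it. Too few reads is argued against, since depth does not alter shares, and 32 abundant macrophage and housekeeping transcripts, such as Actb and Lyz2, held only 0.095% of all counts. Transcription from both strands is argued against as well, since it leaves sense transcripts in place, and the 26 of these 32 with no exon on the opposite strand held at most 0.0987% of a library's counts. Of the explanations weighed, counting on the opposite strand is the one that the values do not argue against. No biological explanation in the design bears on this pattern, and a recount of the reads was not possible here.

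The second pattern is M0 vehicle 2, M0 vehicle 3 and M0 VLX-1005 3, which lay apart from the other M0 libraries. GC content of the transcripts is argued against, with a Spearman rho of 0.001 between loadings on the first component of the M0 libraries and GC across 3440 genes, which are not independent replicates. GC was that of the gene on the opposite strand where exons overlap, and otherwise the row's own. This choice assumes that such rows hold counts of the opposite gene. VLX-1005 treatment is argued against too, since libraries of both groups lay on both sides (exact permutation p = 0.8571). Library size may contribute and cannot be told apart from other differences with 8 libraries (Pearson's r = 0.482, exact permutation p = 0.2229; Spearman's rho = 0.571, exact permutation p = 0.1511; r = 0.485 without the 2 libraries farthest from the median total). Of the 5 splits of the M0 libraries that kept these 3 together, 3 called 0 genes and the others 131 and 146, against 0 for the real split, and calls of that number point to a structure of the M0 libraries.

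Single libraries lay far from the other 3 of their group in 18 of 190 groups of values tested with Dixon's ratio, where chance gives about 9.5. In 12 of them the ratio was 1 because the other 3 libraries had 0 counts: Rsad2 and Cd38 in M0 VLX-1005 1, Acod1 in M0 VLX-1005 1 and in M0 vehicle 2, Cmpk2 in M0 vehicle 2, Gbp2 and Cd274 in M0 VLX-1005 3, Gm43621, opposite to Ptgs1, and Mmp12 in M1 VLX-1005 1, Prune2 in M1 vehicle 3, and Mmp12 and Apoe in M1 vehicle 2. Rsad2 was low in M1 vehicle 4 (0.848), Tap1 low (0.869) and Psmb9 high (0.89) in M1 VLX-1005 1, Cd163 low in M1 vehicle 1 (0.875), and Erp29, opposite to Naa25 and Tmem116, low in M0 VLX-1005 3 (0.895) and in M1 VLX-1005 2 (0.897).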

How the results depend on the processing

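Alternatives chosen after the data were seen were M0 vehicle as the baseline of both transitions, the rows opposite to list genes, leaving out M0 vehicle 2, M0 vehicle 3 and M0 VLX-1005 3, and permuting treatment in M0 and in M1. Across settings, 304 values of comparisons stayed within 1.5 times or kept their call, 66 counts moved further, 5 values changed sign and 4 lost their call. For single genes and lists, 11207 values kept their call, 68 lost it and 12 gained it. Of the values called in the main setting or the alternative, 0 changed sign. Sign changes of values called in neither were not counted. Genes at an adjusted p under 0.05 (edgeR) were 0 for M0 VLX-1005 against M0 vehicle (1 with no filter), 0 for M1 VLX-1005 against M1 vehicle and 0 for the interaction under each left-out library, and counts at an unadjusted p were 103, 128 and 148. The transitions had 2223 to 2299 (vehicle) and 2185 to 2237 (VLX-1005) such genes when a library was left out, 1277 and 1262 with a mean of at least 50 counts and 365 and 353 among genes with no gene on the opposite strand, where fewer genes were tested. Where no cause follows from fewer genes or libraries, the cause was not tested.

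At a fold change over 2 and an unadjusted p under 0.05, the M0 comparison had 481 genes with no filter, 2 with a mean of at least 50 counts, 12 with no opposite gene, 90 with DESeq2, 14 with limma-voom, 3 and 51 with edgeR and DESeq2 on the M0 libraries alone, and 52 without the 3 M0 libraries named above. It had 103 with no fold threshold, 0 with adjusted p and 78 with a fold threshold of log10(2), and 30 to 68 with a library left out (68 without M0 VLX-1005 3). The M1 comparison had 503, 3 and 15 under the same 3 filters, 116 with DESeq2, 6 with edgeR on M1 alone, 128, 0 and 110 under the other thresholds, and 48 to 66 with a library left out (66 without M1 VLX-1005 1). The vehicle transition had 3145 genes with no filter, 578 with a mean of at least 50 counts, 321 with no opposite gene, 2300 with DESeq2, 2389 with no fold threshold, 2297 with log10(2), and 1507 to 1561 with a library left out. The VLX-1005 transition had 3087, 562, 317, 2268, 2343, 2259, and 1455 to 1504.

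Genes altered in both transitions numbered 2067 with no filter, 534 with a mean of at least 50 counts, 279 with no opposite gene, 2115 with no fold threshold, 2040 with log10(2), and 1305 to 1344 with a library left out. Those of the vehicle transition alone numbered 1078, 44 and 42 under the 3 filters, 574 with DESeq2, 501 with DESeq2 on the groups compared, and 186 to 237 with a library left out. Those of the VLX-1005 transition alone numbered 1020, 28, 38, 542 and 500, 228 with no fold threshold, 230 without the 3 M0 libraries, and 146 to 190 with a library left out. With M0 vehicle as baseline and DESeq2, 403 and 370 genes were altered in 1 transition alone, and with no fold threshold 2444 in both, 442 with vehicle alone and 415 with VLX-1005 alone. Lists called by camera in the vehicle and VLX-1005 transitions (5 each) were 3 and 3 with a mean of at least 50 counts (1 and 0 with an estimated correlation), 10 and 10 for rows opposite to list genes (8 and 8), and 3 in the VLX-1005 transition with no opposite gene. The interaction had 1 list with a mean of at least 50 counts, the abundant transcripts (adjusted p = 0.0411, and adjusted p = 0.563 with an estimated correlation).

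The second-component difference in M0 ran from -1.21 without M0 vehicle 3 (exact permutation p = 0.7429) to 3.66 without M0 VLX-1005 3, and was -0.40 without M0 VLX-1005 4 (exact p = 1). In M1 it ran from -1.6 without M1 vehicle 1 to 0.58 without M1 vehicle 3 (exact p = 0.4857), was 0.46 with the replicate block (exact p = 0.8) and 5.52 on the second component of the M1 libraries alone (exact p = 0.2571). The difference of the Fig. 5G genes ran from 0.246 without M1 vehicle 2 (exact p = 0.0571) to 0.357 without M1 VLX-1005 1, and was 0.426 with a prior count of 0.5 (exact p = 0.0571) and 0.605 on the linear fold scale (exact p = 0.1). These tests permuted the M1 labels with the M0 means held fixed. The difference of 0.316 had an exact p of 0.0473 with treatment permuted in M0 and in M1, and an exact p of 0.125 with the replicate block, the smallest that 16 sign flips allow. From the mean of all 8 M0 libraries it was 0.372 (exact p = 0.0286). A mean of at least 50 counts left 0 of these genes and gave no value. Replicate numbers were not taken as pairs: deviations of same-numbered vehicle and VLX-1005 libraries correlated at 0.078, 0.043, 0.46 and 0.272 in M0 and 0.07, 0.062, 0.04 and 0.091 in M1. Each M1 vehicle library correlated best with its own number, a hint from the data and not the design. The replicate block moved no count of genes by over 1.5 times and changed the call of 1 named gene, mt-Nd5, in the vehicle transition. Other normalizations moved the median log2 fold change by at most -0.061 (upper quartile) and 0.036 (RLE). Depth limits small changes. In counts simulated for the interaction with 200 of 3453 genes changed, edgeR recovered 29.9%, 35.8% and 77.3% of genes changed 1.5-fold, 2-fold and 4-fold.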

Differences from the paper's values

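The settings with M0 vehicle as baseline of both transitions, DESeq2 or limma-voom with no fold threshold in M0, and the 3 M0 libraries left out together were chosen after the values were seen, and all others named here were set before the data were examined.

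The paper reports 159 genes altered by VLX-1005 in M0 macrophages at a fold change over 2 and p under 0.05, and edgeR called 27. At these thresholds no setting set beforehand came within 1.5 times of the paper's number, and the nearest was 90 with DESeq2. With no fold threshold edgeR called 103, which was not within 1.5 times either, and DESeq2 and limma-voom had 142 and 115, which were, a pair of changes that was not among the settings set beforehand. Which of the paper's 159 genes these hold is not known here. The paper's 159 genes were out of 15888, and 3453 genes were tested here. DESeq2 on the M0 libraries alone, with no low-count filter, also covered 15888 genes and called 51 of them, 0.32%. The paper's share is 1% of its genes, and 27 is 0.78% of the smaller number tested here.

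The paper reports 2467 genes altered in both transitions, against 1282. Settings set beforehand within 1.5 times of the paper's number were no filter (2067), DESeq2 in all 16 libraries (1726), no fold threshold (2115) and a fold threshold of log10(2) (2040). The other settings set beforehand were not, among them DESeq2 on the groups compared (1614). Mean counts in the VLX-1005 sheet of Table S4 lay closer to those of the M1 VLX-1005 and M0 vehicle libraries (a median of 0.61% apart) than to those of the M1 VLX-1005 and M0 VLX-1005 libraries (3.49%). That sheet has 15514 rows, and these 2 sets of libraries had 15515 and 15646 rows with a count. The VLX-1005 transition here, from M0 VLX-1005, and the paper's thus probably do not compare the same groups. For genes altered in the vehicle transition alone, the paper's 507 compares with 189, and for the VLX-1005 transition alone, the paper's 459 compares with 147. DESeq2 in all 16 libraries (574 and 542) and DESeq2 on the groups compared (501 and 500) came within 1.5 times of both numbers, and the other settings set beforehand did not. M0 vehicle as the baseline of both transitions with DESeq2, chosen after the values were seen, gave 1712, 403 and 370 genes, and 2444, 442 and 415 with no fold threshold. Of the 22 genes of Fig. 5G, it dropped 7, and with no fold threshold 5.

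Log2 fold changes of the vehicle sheet of Table S4 were within 1 SE for all 10 labelled genes compared. In its VLX-1005 sheet, whose mean counts lay closer to M0 vehicle than to M0 VLX-1005 as the baseline, 10 of 10 had the same direction and 6 were within 1 SE. The others were Parp9 (the paper's 2.95 against 2.83), Ifit2 (the paper's 7.19 against 8.07), Tap1 (the paper's 6.12 against 4.69) and Erp29, opposite to Naa25 and Tmem116 (the paper's 2.36 against 2.27). Of the settings set beforehand, those within 1 SE of the paper's value for Erp29 were DESeq2 in all 16 libraries (2.28) and on the groups compared (2.27), edgeR on the groups compared (2.29), RLE normalization (2.31), and leaving out M0 VLX-1005 1, 2 or 4 (2.28 each) or M1 VLX-1005 2 (2.33). For Parp9 they were RLE normalization (2.87) and leaving out M0 VLX-1005 2 or 3 (2.88 each), M1 VLX-1005 2 (2.86) or M1 VLX-1005 4 (2.84). The others were not, and none was for Ifit2 or Tap1. Leaving out M0 vehicle 2, M0 vehicle 3 and M0 VLX-1005 3 together, chosen after the values were seen, brought Parp9 (2.86) within 1 SE, not the other 3, and dropped none of the 10 genes. With M0 vehicle in place of M0 VLX-1005 as the baseline, chosen after the values were seen, the 4 genes had 2.95, 7.01, 6.18 and 2.36 with edgeR, each within 1 SE of the paper's value, as were those with DESeq2 (2.96, 7.08, 6.28 and 2.37). This setting dropped none of the 10 genes.

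The paper describes the 22 genes of Fig. 5G as significantly altered. At the paper's thresholds edgeR called 1 of them, Nono, in the VLX-1005 transition alone and none in the vehicle transition, with 2 genes tested. The number called with VLX-1005 alone was 9 with no filter, where 5 more were called in both transitions and 1 with vehicle alone, and 11 with DESeq2 in either fit, where 1 more was called in both in all 16 libraries. It was 15 with M0 vehicle as baseline and DESeq2, chosen after the values were seen, which drops 7 of the 22, and 17 with no fold threshold, which drops 5. The paper describes M1 macrophages as separating by treatment in Fig. 5B, where VLX-1005, read by eye, lies higher on the second component. The difference on that component was -0.72 (exact permutation p = 0.6), and 5.52 when the M1 libraries were analysed alone (exact permutation p = 0.2571), where the sign of a component is arbitrary. The shares of variance of the first components, 94.8% and 0.93%, were close to those of Fig. 5B, about 97% and about 1%. The paper describes redox pathways as altered in the vehicle transition. Of the 12 redox genes tested, 8 were past the thresholds in both transitions and 2 with vehicle alone. For the VLX-1005 transition it describes genes that modify the IFN response, and all 17 type I interferon-stimulated and all 14 IFN-γ-induced genes tested were past the thresholds in both. These 2 lists were drawn as interferon-induced genes and not as modifiers of the response, so they do not test that description. Of the negative regulators of interferon signaling only 1 was tested, Samhd1, which was past the thresholds in both. Oas1e, Ttll12 and Adar, described as higher with VLX-1005, and Gigyf2 and Mmp12, described as lower, had that sign (Mmp12 with 1 and 3 counts), and of these Ttll12 separated the groups (exact permutation p = 0.0286).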

Other observations

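The rows opposite to list genes, M0 vehicle as baseline of both transitions, and the tests of the third pattern and of other splits were chosen after the results were seen.

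Rows lying opposite to genes of immune and metabolic lists changed together with polarization. In M1 vehicle against M0 vehicle, all 9 tested rows opposite to antigen presentation genes rose (camera adjusted p = 3.89e-08, and adjusted p = 0.00586 with an estimated correlation), among them Gm15821, opposite to Tap2, by 3.87 (SE 0.06) on the log2 scale and Gm20496, opposite to Psmb8, by 3.49 (SE 0.07). All 7 opposite to type I interferon-stimulated genes rose (2.61e-06, and adjusted p = 0.00681 with an estimated correlation), as did all 4 opposite to IFN-γ-induced genes (0.00103, and adjusted p = 0.0465 with an estimated correlation), with Mir6381, opposite to Gbp2, at 8.80 (SE 0.13) and Gm17334, opposite to Irf1, at 4.45 (SE 0.11). All 4 opposite to negative regulators of interferon signaling rose (6.82e-05, and adjusted p = 0.0151 with an estimated correlation): Gm44148, opposite to Usp18, by 7.43, Dhx58os, opposite to Dhx58, by 3.24, Chrnb2, opposite to Adar, by 2.10, and Gm20531, opposite to Ptpn6, by 1.46. All 6 opposite to NF-κB genes rose (0.000104, and adjusted p = 0.00586 with an estimated correlation), including Psd, opposite to Nfkb2 (2.59), and G6pdx, opposite to Ikbkg (2.63). The 3 opposite to inflammatory genes rose as well (0.00452, and adjusted p = 0.0538 with an estimated correlation): Gm14023, opposite to Il1a, by 9.53, Gm26584, opposite to Slc7a2, by 7.37, and Il1bos, opposite to Il1b, by 6.91. All counts were the same when adjusted over the list alone. These sets are not independent of the lists' own rows or of each other. Parp9 and Dtx3l lie opposite to each other and count in the type I list and its opposite set. Tap1 and Psmb9 do so for antigen presentation. Gm44148 and Dhx58os count in the sets of type I genes and of negative regulators. Gm28914 and Gm28913, of the NF-κB set, both lie opposite to Ikbke.

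All 6 tested rows opposite to glycolysis genes rose (camera adjusted p = 2.86e-05, and adjusted p = 0.00586 with an estimated correlation), among them Gm12868, opposite to the glucose transporter gene Slc2a1 (3.71, SE 0.07), and Fam57b, opposite to Aldoa (1.82). The 4 opposite to redox genes rose (0.00152, and adjusted p = 0.0151 with an estimated correlation): Gm16754, opposite to Keap1, by 2.38, Gtf2ird2, opposite to Ncf1, a subunit of the phagocyte NADPH oxidase, by 1.69, Trmt112, opposite to Prdx5, by 1.38, and Rnaseh2a, opposite to Prdx2, by 0.41. The 3 opposite to cell cycle genes fell (0.0206, and adjusted p = 0.118 with an estimated correlation): Cdc23, opposite to Kif20a, Gm44985, opposite to Plk1, and Exosc9, opposite to Ccna2. Of 5 opposite to eicosanoid genes, 1700071M16Rik, opposite to Pla2g7, rose (2.98) and 4 fell, including Gm19719, opposite to Alox5ap, which encodes the 5-lipoxygenase activating protein (-1.53), and Gm26542, opposite to the leukotriene C4 synthase gene Ltc4s (-4.00) (adjusted p = 0.112). Adjusted p of the lists of cholesterol biosynthesis (3 of 4 rows fell), the unfolded protein response (3 of 5 rose, 1 fell) and xenobiotic response (2 of 3 rose, 1 fell) were 0.146, 0.176 and 0.647. Between M1 VLX-1005 and M1 vehicle, none of these rows passed the test with edgeR. Adjusted over the list alone, Exosc9 passed, on 6 counts in M1 VLX-1005, of which M1 VLX-1005 2 held 5, against 0 in M1 vehicle (exact permutation p = 0.4286).

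On the lists' own rows, Xcr1, a receptor of cross-presenting dendritic cells, rose by 6.10 (SE 0.25) with vehicle, and both tested eicosanoid genes rose, Ptgs2 and Tbxas1, which encodes thromboxane synthase and lies opposite to Gm42962 (2.43, SE 0.67). Of 5 checkpoint genes, Cd274, Lgals9 (3.32, SE 0.54) and Cd47 (2.21, SE 0.54) rose and Vsir fell (-2.76, SE 0.65) (camera adjusted p = 0.353). Of 3 cholesterol genes, Sqle (-2.08, SE 0.16) and Fdft1, opposite to Ctsb (-2.90, SE 0.07), fell and Mvd rose (3.83, SE 0.71) (0.132). Of 9 glycolysis genes 5 rose and Pfkp, opposite to Pitrm1, fell (0.353), and of 8 genes of the unfolded protein response 5 rose (0.132). Of 3 cell cycle genes Aurka fell (-1.23, SE 0.37) (0.64). Of 23 abundant transcripts 8 rose and 7 fell (0.719), of 7 mitochondrial heavy-strand genes 3 fell (0.569), and of 7 light-strand genes 6 fell and mt-Tp rose (0.132). Of these calls, that of mt-Nd2, on the heavy strand, was lost with no filter (adjusted p = 0.0863, edgeR), with DESeq2 (adjusted p = 0.0863 in all 16 libraries and 0.166 in the groups compared), and without M0 vehicle 1, M1 vehicle 3 or the 3 M0 libraries that lay apart (adjusted p = 0.0691, 0.095 and 0.062, edgeR). That of mt-Tq, on the light strand, was lost with DESeq2 in the groups compared (adjusted p = 0.0572) and without M0 vehicle 1, M0 vehicle 4 or M1 vehicle 2 (adjusted p = 0.0647, 0.0503 and 0.0624, edgeR). That of Slc16a3, one of the 5 glycolysis genes, was lost with no filter (adjusted p = 0.112, edgeR), with DESeq2 in the groups compared (adjusted p = 0.0793) and without the 3 M0 libraries (adjusted p = 0.127, edgeR). With VLX-1005, the T cell marker Foxp3 fell, and Cd247 fell (-0.26, SE 0.10, adjusted p = 0.0299, edgeR), a call lost with RLE normalization (adjusted p = 0.0743), with DESeq2 (adjusted p = 0.0835 in all 16 libraries and 0.0671 in the groups compared) and without M0 VLX-1005 2, 3 or 4 or M1 VLX-1005 2 (adjusted p = 0.05, 0.0519, 0.0707 and 0.136, edgeR). The xenobiotic list and the markers of B cells, neutrophils, stromal cells and fibroblasts, and of mast cells, basophils, erythroid cells and megakaryocytes had 0 tested genes. Between M1 VLX-1005 and M1 vehicle the abundant list had an adjusted p of 0.0638, and 0.605 with an estimated correlation.

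The third pattern is the larger change of the Fig. 5G genes with VLX-1005. The paper describes the 22 genes as significantly altered and IFN-related, after its GO analysis of the genes altered with VLX-1005, and its text does not say whether all are among those. Choosing genes called with VLX-1005 and not with vehicle gave a difference at least as large in 70 of 70 labellings of the M1 libraries (0.605 to 0.655, median 0.63, and 0.622 with the real labels), but this rule fixes a larger change with VLX-1005 under any labels, so the count decides nothing. Such a choice and a change in the transcripts themselves cannot be told apart, since only 3 of the 22 genes have a tested opposite row: Rnaseh2c, opposite to Kat5, Chrnb2, opposite to Adar, and Dhx58os, opposite to Dhx58. All 3 rose with polarization, and their largest difference between M1 VLX-1005 and M1 vehicle was 0.05 on the log2 scale.

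Splits of the libraries into other groups of 4 were tested with edgeR and camera on the groups compared. The vehicle transition had 2025 genes at an adjusted p under 0.05 (highest other split 0, 1 of 35 splits as large). The VLX-1005 transition had 2030 (highest other 0). At a fold change over 2 and an unadjusted p under 0.05 they had 1217 (highest other 53) and 1208 (highest other 48). Each other split mixes M0 and M1 libraries in both groups, so polarization widens the spread within a group and holds calls down. The calls thus follow the M0 and M1 labels of these libraries, but the splits cannot exclude chance between mice or cultures. For the lists called in these transitions (5 in both, highest other 6, with 6 and 4 of 35 splits as large), the other splits as large all kept 3 libraries of a group together and so still hold polarization, and the splits of 2 and 2 reached at most 4 and 2 lists. A count of 0 is reached by each split, so the splits decide nothing for VLX-1005 against vehicle in M0 (0 genes, highest other 146, and 0 lists, highest other 3, in 35 of 35) or in M1 (0 genes, highest other 21, and 0 Fig. 5G genes, highest other 0). Chance cannot be excluded for the 3 genes at the paper's thresholds in M0 (highest other 95, in 30 of 35), nor in M1 for 6 such genes (highest other 14, in 14 of 35) and 1 list (highest other 3, in 16 of 35). Splits that called 146 and 131 genes set M0 vehicle 1 and 4 with M0 VLX-1005 4 and either 2 or 1, which points to a structure of the samples. Of 100 relabellings of treatment, all reached the 0 genes (highest other 73) and 0 lists (highest other 3) of the interaction, which likewise decides nothing. Relabelling leaves polarization in place, so it does not test the 1282 genes altered in both transitions (highest other 1288, in 9 of 100). Chance cannot be excluded for those with vehicle alone (189, highest other 259, in 31 of 100) or with VLX-1005 alone (147, highest other 256, in 88 of 100).

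In Table S4, mean counts of the first 1998 of 15514 rows of the VLX-1005 sheet lay a median of 0.61% from the means of the M1 VLX-1005 and M0 vehicle libraries, and 3.49% from those of the M1 VLX-1005 and M0 VLX-1005 libraries. The first 1999 of 15597 rows of the vehicle sheet lay 0.71% from the means of the M1 vehicle and M0 vehicle libraries. The M1 VLX-1005 and M0 vehicle libraries had 15515 rows with a count, and the M1 vehicle and M0 vehicle libraries 15597. With M0 vehicle as baseline of both transitions and no fold threshold, 2444 genes passed in both with DESeq2. In 10 simulations with no effect, 25.2 genes on average did so, independent lists would share 149.2 increases and 134.2 decreases, and the overlap was 1741 to 1766 when the 4 M0 vehicle libraries were split between the transitions. Among 664 pairs of tested rows on opposite strands, log2 fold changes of the vehicle transition had a Spearman rho of 0.347 across pairs, which are not independent replicates.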
